# The differential response of cold-experienced *Arabidopsis thaliana* to larval herbivory benefits an insect generalist, but not a specialist

**DOI:** 10.1186/s12870-019-1943-3

**Published:** 2019-08-02

**Authors:** Jana Oberländer, Vivien Lortzing, Monika Hilker, Reinhard Kunze

**Keywords:** Plant stress response, Herbivore, Defense, Larval feeding, *Pieris brassicae*, *Mamestra brassicae*

## Abstract

**Background:**

In native environments plants frequently experience simultaneous or sequential unfavourable abiotic and biotic stresses. The plant’s response to combined stresses is usually not the sum of the individual responses. Here we investigated the impact of cold on plant defense against subsequent herbivory by a generalist and specialist insect.

**Results:**

We determined transcriptional responses of *Arabidopsis thaliana* to low temperature stress (4 °C) and subsequent larval feeding damage by the lepidopteran herbivores *Mamestra brassicae* (generalist), *Pieris brassicae* (specialist) or artificial wounding. Furthermore, we compared the performance of larvae feeding upon cold-experienced or untreated plants. Prior experience of cold strongly affected the plant’s transcriptional anti-herbivore and wounding response. Feeding by *P. brassicae*, *M. brassicae* and artificial wounding induced transcriptional changes of 1975, 1695, and 2239 genes, respectively. Of these, 125, 360, and 681 genes were differentially regulated when cold preceded the tissue damage. Overall, prior experience of cold mostly reduced the transcriptional response of genes to damage. The percentage of damage-responsive genes, which showed attenuated transcriptional regulation when cold preceded the tissue damage, was highest in *M. brassicae* damaged plants (98%), intermediate in artificially damaged plants (89%), and lowest in *P. brassicae* damaged plants (69%). Consistently, the generalist *M. brassicae* performed better on cold-treated than on untreated plants, whereas the performance of the specialist *P. brassicae* did not differ.

**Conclusions:**

The transcriptional defense response of *Arabidopsis* leaves to feeding by herbivorous insects and artificial wounding is attenuated by a prior exposure of the plant to cold. This attenuation correlates with improved performance of the generalist herbivore *M. brassicae*, but not the specialist *P. brassicae*, a herbivore of the same feeding guild.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1943-3) contains supplementary material, which is available to authorized users.

## Background

Plants have evolved a plethora of mechanisms to cope with abiotic or biotic environmental stress (e.g. [1–4]). Attack by herbivorous insects is a major threat for plants as it can lead to rapid loss of leaf material and thus reduced photosynthetic capacity, often causing severe yield and fitness loss [5–7].

Plant defense responses induced by herbivore attack represent a strategy, which is mobilized only on demand [8, 9]. Inducible defense responses are associated with transcriptional regulation of many genes and shifts in phytohormone levels. Intensively studied key regulators of wounding and herbivore defense responses are the phytohormones jasmonic acid (JA), abscisic acid (ABA), salicylic acid (SA) and ethylene (ET), which are the backbone of the plant immune signaling network [10–15]. Fine-tuning of defense responses to different herbivores is achieved by crosstalk of these signaling pathways and may involve additional plant hormonal regulators like auxins, gibberellins, and brassinosteroids [13, 16].

In natural environments, plants are frequently exposed to simultaneously or consecutively occurring environmental stresses. Combined stresses typically provoke distinct transcriptome reprogramming and plant reactions, which are not simply due to additive effects of the single stresses [17–23]. In case of consecutively occurring environmental stress, plants can “memorize” a past stressful event and benefit from this memory by preparing themselves for a more effective response to upcoming stress. This process has been termed “priming” of a stress response by a past stress experience (reviewed in [24–27]).

Studies on priming of plant responses to insect herbivory especially focused on herbivore-related priming factors, which reliably indicate future herbivory [28]. For example, plant volatiles induced by herbivory and perceived by as yet undamaged plant tissue have been shown to serve as a reliable factor in preparing a plant for improved anti-herbivore defense [29–32]. Furthermore, insect egg depositions on leaves that indicate upcoming larval herbivory have been shown to prepare a plant for more effective defense against the hatching larvae [30]. Previous exposure of plants to herbivory-induced volatiles or to insect egg depositions are known to alter the transcriptional response to herbivory [33–39].

So far, only a few recent studies addressed the influence of an herbivory-unrelated, abiotic stress – especially drought – on the plant’s response to subsequent herbivory by including transcriptional and/or metabolic analysis (e.g. [40–42]). However, stressful conditions such as cold often precede plant attack by herbivorous insects, which usually need warm temperatures for their activities. A study by Firtzlaff et al. [43] examined how exposure of *Arabidopsis thaliana* to mild cold affects plant defense against later herbivory by the specialist *Pieris brassicae.* The study showed that a significant subset of cold-regulated genes maintained altered transcript levels even after 1 day of deacclimation. Larval feeding, which started 1 day after deacclimation, induced a different transcriptome in the previously cold-exposed than in previously untreated plants and showed a weakened response of defense genes. However, larval performance of the specialist *P. brassicae* was similar on cold-experienced and untreated plants [43]. These findings are in accordance with some other studies, which also revealed that host plants with attenuated plant defense capacity did not affect the extent of feeding damage inflicted by a specialized herbivorous insect [44] nor the herbivore’s performance [45].

Generalist and specialist herbivorous insects are known to exhibit different tolerances to plant defenses [46]. However, it is unknown as yet whether they are differentially affected by changes in plant defense that are due to prior exposure of plants to abiotic stress. Here we addressed the questions of whether a generalist insect herbivore shows different sensitivity to cold-mediated changes of feeding-induced host plant defense than a specialist*,* and if so, which transcriptional differences between cold-treated plants fed on by a generalist or a specialist insect may explain these ecological effects*.* As in our previous study [43], we used the butterflies *P. brassicae* and *Mamestra brassicae* and the Brassicacea *A. thaliana* as host plant. *Pieris brassicae* is specialized on glucosinolate-containing host plants [47], mostly from the Brassicaceae family. Like other *Pieridae* species it possesses highly specific enzymes for detoxification of the glucosinolates [48–50], which are typical secondary metabolites of the *Brassicales*. As generalist, we studied *Mamestra brassicae,* a moth whose larvae are polyphagous on over 70 plant species in 22 plant families, but exhibit a preference for *Brassica* crops [51]. In contrast to *P. brassicae*, *M. brassicae* detoxifies glucosinolates by general oxidizing enzymes (reviewed by [52]). Both lepidopteran species are active in Europe from early spring to late autumn [53, 54]. They may produce two to three generations per season until they hibernate in the soil as pupae. In the natural habitats of *M. brassicae* and *P. brassicae*, which largely overlap with that of *A. thaliana* (GBIF Secretariat: GBIF Backbone Taxonomy. Accessed via www.gbif.org/species/1920506 and www.gbif.org/species/3052436 on 01 June 2019), in spring and in autumn a succession of cold days followed by a warm period is common.

In a first approach, we compared performance of *M. brassicae* and *P. brassicae* on *A. thaliana* plants previously exposed to mild cold. We found that *M. brassicae* showed improved performance on cold-experienced plants, whereas *P. brassicae* larval performance was the same on cold-experienced and control plants, thus confirming our previous results with this latter species [43]. To elucidate the transcriptional basis of these different ecological effects, we compared the transcriptomes of cold-experienced plants exposed to feeding by the specialist, the generalist or to artificial wounding. Including the artificial wounding treatment allowed disentangling insect species-specific effects from wounding effects on the cold stress-reprogrammed plant transcriptome. We found that transcriptional responses of previously cold-exposed plants to specialist feeding, generalist feeding and artificial wounding differed.

Prior cold experience led to differential regulation of 360 *M. brassicae* feeding damage-responsive genes. In 98% of these the transcriptional response to feeding damage was attenuated. In contrast, the respective fraction of genes was smaller in artificially wounded (681 genes, 84% with attenuated response) and in *P. brassicae* feeding-damaged plants (125 genes, 69% with attenuated response). These transcriptional changes in conjunction with the larval performance data indicate that the generalist benefits from the cold-mediated attenuation of feeding-induced gene de-regulation, whereas the specialist does not.

## Results

### Generalist and specialist herbivores show different performances on cold-stressed and control plants

We exposed *A. thaliana* plants to cold (4 °C) for 5 days. After a deacclimation phase (20 °C) of 1 day, larvae of the generalist *M. brassicae* and the specialist *P. brassicae* were allowed feeding upon the previously cold-experienced plants or on control plants. The weight of these larvae on previously cold-treated (Fig. 1: P + T_P_ and P + T_M_) and untreated (Fig. 1: T_P_ and T_M_) plants and the extent of leaf damage inflicted by the larvae were compared.

**Fig. 1:**
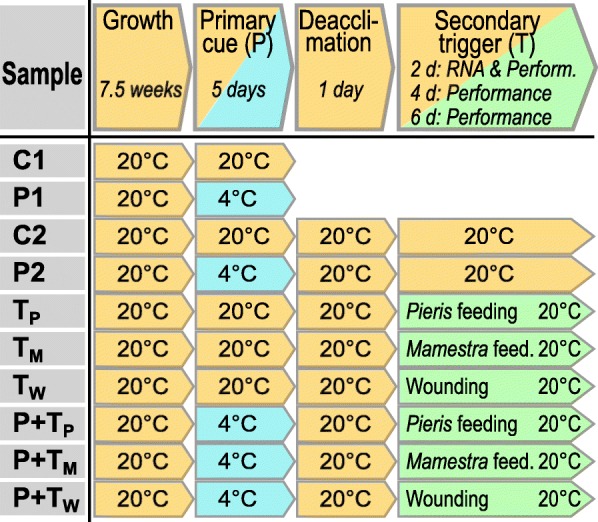
Experimental setup. Seven-week-old *Arabidopsis thaliana* Col-0 plants were subjected to either cold stress as primary (P) stimulus (4 °C, 5 days) or control (C) conditions (20 °C, 6 days). Plants treated with the primary stimulus were then retransferred to control conditions for 1 day (deacclimation phase). Subsequently plants were treated with a further triggering stimulus (T), i.e. with either larval feeding or artificial wounding. Plants which received both the P and T stimulus are here referred to as P + T plants. Plants, which were not exposed to cold and received only the T stimulus, are labelled as T plants. With respect to the T stimulus, we differentiate between T_P_ (feeding damage by *Pieris brassicae*)*,* T_M_ (feeding damage by *Mamestra brassicae*), and T_W_ (artificial wounding). Untreated control plants (C1, C2) remained at control conditions at 20 °C throughout the entire experiment

Weight gain and total weight of *P. brassicae* larvae, their leaf area consumption (Fig. 2) and the relative growth rate (RGR) of the larvae (Additional file 1: Figure S1) did not differ on previously cold-treated compared to untreated plants. In contrast, on previously cold-treated plants *M. brassicae* larvae consumed more leaf tissue, gained more weight and were heavier on these plants after a four- and six-day-feeding period than on untreated plants (Fig. 2). Accordingly, the RGR of the larvae was higher on cold-treated plants (Additional file 1: Figure S1). This observation suggests that the cold treatment alters either the metabolic status of the plants or their physiological reaction to leaf tissue damage in a way that is beneficial for the larval development of the generalist herbivore *M. brassicae*, but without consequences for the development of the specialist *P. brassicae*.

**Fig. 2:**
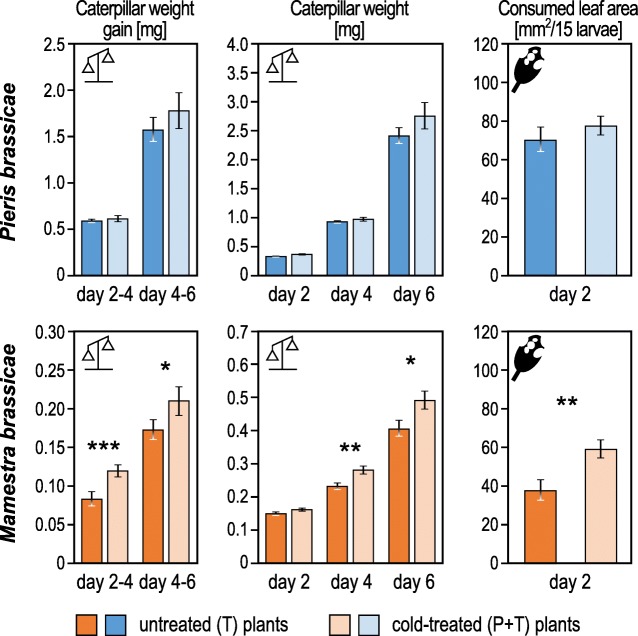
Performance of *Pieris brassicae* and *Mamestra brassicae* neonate larvae after 2, 4 and 6 days feeding upon previously cold-treated or untreated plants. Larvae were placed onto plants as neonates. Measured parameters (mean values ± SE) are caterpillar weight after 2, 4 and 6 days feeding, weight gain between day 2–4 and day 4–6, and consumed leaf area per plant (each with a group of 15 larvae) after 2 days feeding (from day 0 to day 2). Asterisks indicate significantly different values; *P < 0.05, **P < 0.01, ***P < 0.001 as calculated by Student’s *t*-tests. *N* (*P. brassicae*): T = 14 plants, P + T = 14 plants; *N* (*M. brassicae*): T = 11 plants, P + T = 11 plants

### Transcriptional response of *Arabidopsis* to feeding damage and artificial wounding

To investigate whether *Arabidopsis* plants respond differently to leaf damage by *P. brassicae* and *M. brassicae* larvae and to artificial wounding, we analyzed the transcriptomes in leaves from plants grown at 20 °C (Fig. 1, samples T_P_, T_M_, T_W_ and C2). 

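The 12 arrays of this comparison were one-colour arrays of 62976 spots each, of which 61657 were not control spots, and 3 arrays were hybridized per group with RNA from pools of 3 plants. Plants were 7 weeks old and had grown at 20 °C, leaf number 17 was treated, and the damage lasted 2 days. T_P_ plants carried 10 *P. brassicae* larvae per leaf and T_M_ plants 20 *M. brassicae* larvae per leaf, T_W_ plants were wounded artificially, and C2 plants stayed undamaged. The median spot signal of replicates 1, 2 and 3 was 137, 170 and 166 in C2, 155, 155 and 162 in T_P_, 139, 170 and 165 in T_M_, and 96.3, 146 and 123 in T_W_, while the median local background of all 30 arrays lay between 26 and 38. Between 63.1% and 68.8% of the genes were well above background on each C2 array, 66.6% to 68.8% on T_P_ arrays, 64.4% to 66.8% on T_M_ arrays and 64.4% to 66.5% on T_W_ arrays.

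The authors corrected the signals for background, normalized them between arrays and called DEGs with limma at a 2-fold change and a Benjamini-Hochberg adjusted p of 0.05. Here the same thresholds were applied to the spot signals in the scanner files. The signals first went through normexp background correction, quantile normalization over all 30 arrays and averaging over the probes of a gene, and limma tested 30541 genes. Fold changes were smaller here than in the paper, with slopes of 0.631 to 0.778 on the log2 scale over the comparisons. A 2-fold change is therefore a stricter threshold here than in the paper. Values are log2 fold changes with the standard error from limma and n = 3 arrays per group. This standard error rests on 1 spread per gene, pooled over all groups, and does not show the spread of the groups compared. Of the 30541 genes, 8266 had a single probe, and probes cannot tell near-identical paralogs apart. The choices that could change the numbers were the background correction, the scaling between arrays, the summary of probes and the arrays that enter the fit. The 3 arrays per group limit the precision. A pair of groups of 3 arrays can be divided in 10 ways, so an exact permutation test reaches no p under 0.1, and chance cannot be excluded by it for any count of DEGs.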

A Principal Component Analysis (PCA) based on gene expression values of the differently treated plants revealed that the patterns of plants exposed to *P. brassicae* feeding, *M. brassicae* feeding and artificial wounding were clearly separated from untreated control samples. However, the patterns of the treated samples partially overlapped with each other, indicating that expression of a fraction of genes is similarly regulated in the treated samples (Fig. 3a).

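In a PCA of the 12 arrays over 30481 genes scaled to unit variance, the first component held 22.7% of the variance and the second 17.4%. Undamaged plants stood apart on the second component, where the C2 score was 102.6 ± 36.6 (SD, n = 3) and the scores of T_P_, T_M_ and T_W_ were −9.8 ± 15.6, −53.5 ± 60.7 and −39.3 ± 36.9. The lowest C2 array scored 60.51 there and the highest array of the damaged groups 5.72, so no damaged array overlapped with C2. On the first component T_P_ (60.7 ± 26) and T_W_ (73.8 ± 40.1) lay together, while T_M_ (−92.8 ± 78.6) lay on the side of C2 (−41.6 ± 18.1). The alternative that moved the share of the first component most was the scaling of the arrays to equal medians, which raised it to 43.7%.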

**Fig. 3:**
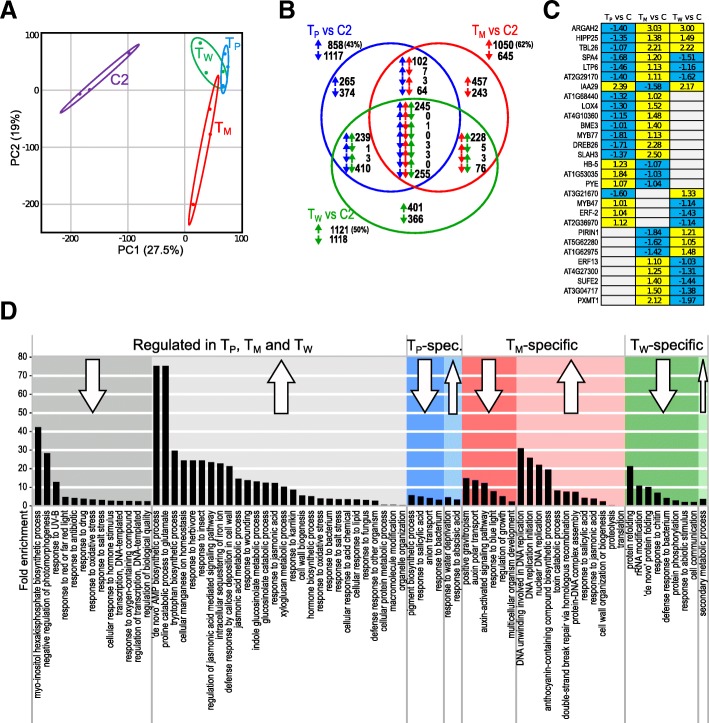
Regulation of gene expression in response to herbivory or artificial wounding in *Arabidopsis thaliana* leaves compared to untreated control leaves. Plants were exposed to feeding by *P. brassicae* larvae (T_p_), *M. brassicae* larvae (T_M_), artificial wounding (T_W_) or were left untreated (C2). Here, the T_P_, T_M_ and T_W_ treatments were adjusted in such a way that we obtained comparable extent of leaf damage (about 60 mm^2^ per plant; see Additional file 1: Figure S4). Plant material for microarray analysis was collected 2 days later. *N* = 3 biological replicates of each sample type. **a** Principle component analysis (PCA) of transcriptomic patterns of individual samples collected for microarray analysis. Samples originated from untreated control plants (C2, purple), feeding-damaged plants by either *P. brassicae* (T_P_, red) or *M. brassicae* (T_M_, blue) or artificially wounded plants (T_W_, green). The first two principal components, which explain most of the changes, are depicted (explained variances are shown at the axes). Ellipses indicate the 95% confidence interval. **b** The Venn diagram shows the number of genes, which were upregulated (upwards pointing arrows) or downregulated (downwards pointing arrows) in T_p_, T_M_ and T_W_ samples compared to C2 samples. **c** Heatmap depicting genes, which show opposed regulation in at least two treatments. Yellow = upregulated, blue = downregulated, grey = not regulated (log_2_ fold changes). **d** Gene Ontology terms associated with commonly or uniquely up- and downregulated genes

Overall, 1975, 1695, and 2239 differentially expressed genes (DEGs) were identified that showed ≥2fold expression change after 2 days feeding damage by *P. brassicae* (T_P_ vs C2), *M. brassicae* (T_M_ vs C2) or wounding (T_W_ vs C2), respectively (Fig. 3b, Additional file 2: Table S1). 

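At a 2-fold change and an adjusted p of 0.05 from limma, 1051 genes were DEGs in T_P_ vs C2, 769 in T_M_ vs C2 and 1302 in T_W_ vs C2, of 30541 genes tested. The 3 treated arrays lay all above or all below the 3 C2 arrays for 1031, 715 and 1257 of these DEGs. DEGs are selected for such a difference, so this count is no separate evidence, and chance gives it to 10% of unselected genes. With each array left out in turn, the counts went from 942 without T_P_ replicate 3 to 1099 without C2 replicate 2, from 545 without C2 replicate 3 to 1029 without C2 replicate 2, and from 1011 without T_W_ replicate 1 to 1584 without T_W_ replicate 2. Of the alternatives chosen in advance, the scanner software's processed signal scaled by the 75th percentile moved the counts by the most genes, to 1803 in T_P_, 1198 in T_M_ and 2040 in T_W_, while a fit of only the arrays compared gave 388 in T_M_. Of the T_P_ DEGs, 791 had more than 1 probe, and 11 of these had probes of both signs.

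Among the DEGs without overlap between the arrays, the largest rises in T_P_ vs C2 were those of the defensin genes *PDF1.2* (AT5G44420, chromosome 5, 17907216 to 17907550), with a log2 fold change of 5.19 ± 0.74 (SE, n = 3, adjusted p = 3.1e-05), and *PDF1.2b* (AT2G26020, chromosome 2, 11089281 to 11089597), with 5.07 ± 0.80 (adjusted p = 9.3e-05). The largest falls were AT2G15020 with −3.75 ± 0.37 (adjusted p = 2.7e-07) and AT1G73600 with −3.37 ± 0.35 (adjusted p = 4.3e-07). In T_M_ vs C2 the defensin genes *PDF1.2c* (AT5G44430, chromosome 5, 17909092 to 17909444) and *PDF1.3* (AT2G26010, chromosome 2, 11087411 to 11087755) rose most, by 8.42 ± 0.90 (adjusted p = 3.0e-06) and 8.02 ± 0.89 (adjusted p = 4.9e-06), and AT5G22580 (−3.78 ± 0.67, adjusted p = 8.2e-04) and *EXPA8* (AT2G40610) (−3.12 ± 0.52, adjusted p = 4.5e-04) fell most. The defensin genes are near-identical paralogs, and cross-hybridization between their probes leaves the value of each one uncertain. In T_W_ vs C2 *VSP1* and *VSP2* rose most, and *ELIP1* (AT3G22840, chromosome 3, 8084628 to 8085445) with −4.28 ± 0.75 (adjusted p = 2.8e-04) and AT2G15020 with −3.78 ± 0.37 (adjusted p = 3.0e-07) fell most.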

As the majority of these genes responded qualitatively and quantitatively similarly to the three damage types (Additional file 1: Figure S2), the magnitude of the plant’s transcriptional response to herbivory or artificial wounding was similar. However, feeding damage by the generalist *M. brassicae* resulted in a larger fraction of upregulated genes (62% of 1695 genes in T_M_ vs C2; Fig. 3b) than by the specialist *P. brassicae* (43% of 1975 genes in T_P_ vs C2, Fig. 3b)*.* In total, 507 DEGs were regulated in all three sample types (central intersection in Fig. 3b). 

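Across all 30541 genes, which are not independent replicates, the correlation of the log2 fold changes was 0.568 between T_P_ vs C2 and T_M_ vs C2, 0.745 between T_P_ vs C2 and T_W_ vs C2, and 0.619 between T_M_ vs C2 and T_W_ vs C2. Over the DEGs of either comparison it was 0.698, 0.815 and 0.729. All comparisons share the same 3 C2 arrays, and in 30 sets of arrays simulated without any effect of damage the correlations over all genes had medians of 0.540, 0.430 and 0.478 and reached 0.804, 0.890 and 0.875. The correlations over all genes are therefore within what the shared controls give alone. Between log2 fold changes with no C2 array in common, 1 C2 array for a damage type and the others for the other one, the correlation was 0.158 to 0.688, and the lowest of these correlations in each simulated set was at most 0.0895. With each C2 array left out of the selection and used alone as the reference, 63.6% to 97.2% of the DEGs of a damage type changed in the same direction in another one, where unrelated changes give about 50%. The lowest share was that of the T_M_ DEGs in T_P_ with C2 replicate 2 as the reference. From the similar response of most genes the paper concludes that the magnitude of the response was similar for the damage types.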

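Of the T_M_ DEGs, 528 were upregulated and 241 downregulated, an upregulated share of 68.7% (95% Clopper-Pearson interval 65.25% to 71.93%). Of the T_P_ DEGs, 477 were upregulated and 574 downregulated, a share of 45.4% (42.34% to 48.45%). Genes are not independent, so the intervals cover counting error only. The share was higher in T_M_ than in T_P_ under every scaling of the arrays that was run, by 18.81 to 26.17 percentage points. In T_W_, 718 DEGs were upregulated and 584 downregulated, a share of 55.1%, which scaling to equal medians moved to 43.5% with 616 upregulated and 799 downregulated. A total of 235 genes were DEGs of all 3 comparisons, 141 of them upregulated and 94 downregulated in each. Without any effect of damage, the simulated arrays with shared controls gave 0 such genes with limma at the adjusted p. Leaving out single arrays moved this number from 167 without C2 replicate 3 to 309 without C2 replicate 2. The processed signal gave 362 and a fit of only the arrays compared 126.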

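Between the comparisons with C2, 76 genes were DEGs of T_P_ and T_M_ but not of T_W_, 380 of T_P_ and T_W_ but not of T_M_, and 210 of T_M_ and T_W_ but not of T_P_. The numbers of DEGs found in a single comparison were 360 in T_P_, 248 in T_M_ and 477 in T_W_. A gene missing from a comparison here passed no threshold there, which is not a test of a difference between the damage types. Single arrays moved the sets: the genes of both herbivores went from 49 without T_M_ replicate 3 to 108 without C2 replicate 2, those of T_M_ alone from 120 without T_M_ replicate 3 to 413 without T_M_ replicate 2, and those of T_W_ alone from 273 without T_W_ replicate 1 to 714 without T_W_ replicate 2.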

176 DEGs specifically responded to larval feeding by either species but not to artificial wounding (Fig. 3b; intersection of T_P_ vs C2 and T_M_ vs C2 but not T_W_ vs C2), and 639, 700 and 767 genes were uniquely regulated upon *P. brassicae* feeding, *M. brassicae* feeding and artificial wounding, respectively. In the intersections, almost all DEGs (94–99%) were regulated in the same direction (Fig. 3b).

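Of the genes that were DEGs of both T_P_ and T_M_, 310 of 311 (99.7%) changed in the same direction. The number was 613 of 615 (99.7%) for T_P_ and T_W_, and 444 of 445 (99.8%) for T_M_ and T_W_.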

To disentangle common and unique regulated processes, an enrichment analysis of biological process-Gene Ontology (GO) terms was conducted (Fig. 3d). Among the 255 genes downregulated by all three damage types (Fig. 3b; central intersection), 13 GO terms were significantly enriched, which associate predominantly with responses to light, transcription, and growth. Among the 245 commonly upregulated genes, 28 GO terms were enriched, including several defense-related processes, such as response to and regulation of jasmonic acid, glucosinolate metabolism and response to insects, herbivores, bacteria, and fungi. These defense-related processes include many well described wounding- and feeding-responsive genes, i.e. *JAZ10, VSP1, VSP2, LOX2*, *CYP79B2*, *CYP79B3*, *IGMT1*.

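All 7 of these genes were DEGs in the 3 comparisons with C2, both over all genes and adjusted over the list alone; the study chose the list on these samples, so the count over the list is not independent evidence. *VSP2* (AT5G24770, chromosome 5, 8500713 to 8501844) and *VSP1* (AT5G24780, chromosome 5, 8507783 to 8508889) rose most, with log2 fold changes of 4.17 ± 0.69 (SE, n = 3, adjusted p = 1.6e-04) and 3.71 ± 0.71 (adjusted p = 7.7e-04) in T_P_, 6.86 ± 0.69 (adjusted p = 1.7e-06) and 6.96 ± 0.71 (adjusted p = 1.9e-06) in T_M_, and 7.26 ± 0.69 (adjusted p = 2.0e-07) and 7.42 ± 0.71 (adjusted p = 2.3e-07) in T_W_. These paralogs are similar enough for cross-hybridization between their probes. *JAZ10* (AT5G13220, chromosome 5, 4219001 to 4220502) rose by 1.73 ± 0.40 (adjusted p = 4.1e-03), 2.05 ± 0.40 (adjusted p = 1.9e-03) and 2.45 ± 0.40 (adjusted p = 1.4e-04) in T_P_, T_M_ and T_W_. *LOX2* (AT3G45140, chromosome 3, 16525437 to 16529233) rose by 1.19 ± 0.18, 1.77 ± 0.18 and 1.68 ± 0.18, *CYP79B2* (AT4G39950, chromosome 4, 18525311 to 18527284) by 1.06 ± 0.34, 1.2 ± 0.34 and 1.26 ± 0.34, *CYP79B3* (AT2G22330, chromosome 2, 9488601 to 9490983) by 1.11 ± 0.25, 1.30 ± 0.25 and 2.14 ± 0.25, and *IGMT1* (AT1G21100, chromosome 1, 7386991 to 7388318) by 1.1 ± 0.26, 1.52 ± 0.26 and 1.49 ± 0.26. The smallest of these changes was that of *CYP79B2* in T_P_ (adjusted p = 0.04). *CYP79B2* in T_P_ vs C2 lost its call in 5 of 6 fits without 1 array, with 0.69 (adjusted p = 0.26) without C2 replicate 1. *CYP79B2* in T_M_ vs C2 lost the call in 5 of 6, with 0.83 (adjusted p = 0.20) without C2 replicate 1. *CYP79B2* in T_W_ vs C2 was no DEG in 3 of 6 such fits, at 0.89 (adjusted p = 0.10) without C2 replicate 1. *CYP79B3* in T_P_ vs C2 lost the call in 2 of 6, with 0.98 (adjusted p = 0.023) without C2 replicate 1. *IGMT1* in T_P_ vs C2 was no DEG in 1 of 6 such fits, at 0.94 (adjusted p = 0.039) without C2 replicate 1.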

Among the DEGs that were specifically responding to *P. brassicae-*feeding, two GO terms associated with abiotic stress were enriched in the 265 upregulated genes (“response to ABA”, “response to water deprivation”) and four GO terms were enriched in the downregulated genes, including the biological process “response to salicylic acid”.

Many *M. brassicae* feeding*-*specific upregulated genes fall into GO terms related to transcription and defense, including processes like “DNA replication initiation”, “response to jasmonic acid” and “response to salicylic acid”, whereas the six GO terms overrepresented among *M. brassicae*-specific downregulated genes are associated with development and growth.

Artificial wounding-specific responses were overall more generic. Out of 401 upregulated genes only one GO term (“secondary metabolic process”) consisting of 19 genes was weakly enriched. The eight GO terms associated with downregulated genes ranged from protein folding to “defense response to bacterium” to “response to abiotic stress”.

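Besides *CYP79B2*, *CYP79B3* and *IGMT1*, the indole glucosinolate O-methyltransferase gene *IGMT5* (AT1G76790, chromosome 1, 28822355 to 28823630) was a DEG in T_P_ vs C2, with a log2 fold change of 2.75 ± 0.50 (SE, n = 3, adjusted p = 4.2e-04). The nitrile specifier gene *NSP3* (AT3G16390, chromosome 3, 5562602 to 5564356) changed by 0.93 ± 0.33 (adjusted p = 0.061), under the 2-fold threshold. Of the 11 genes of the glucosinolate system that the study names as regulated by damage, 4 were upregulated DEGs in T_P_. *NSP3* in T_P_ vs C2 became a DEG in 1 of 6 fits without 1 array, with 1.17 (adjusted p = 0.032) without C2 replicate 2.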

Feeding by *P. brassicae* evoked only a weak upregulation of two indole-glucosinolate biosynthesis genes, *CYP79B2* and *CYP79B3*, the indole-glucosinolate O-methyltransferases *IGMT1* and *IGMT5* [55, 56] and the nitrile specifier gene *NSP3* (Additional file 2: Table S1). Feeding by *M. brassicae* induced a stronger and more complex transcriptional response in the glucosinolate pathway. In addition to the *P. brassicae*-induced genes, *MYB51, NSP1*, *CYP81F2*, *CYP81F4* and *IGMT2* were upregulated. Yet, the strongest effects on the glucosinolate system, upregulation of indole-glucosinolate synthesis genes and nitrile specifier protein genes and downregulation of aliphatic glucosinolate synthesis genes, was observed upon artificial wounding of the leaf.

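In T_M_ vs C2 all 11 genes were upregulated DEGs. *CYP81F4* (AT4G37410, chromosome 4, 17590848 to 17592780) rose by 4.44 ± 0.61 (SE, n = 3, adjusted p = 4.8e-05) and *CYP81F2* (AT5G57220, chromosome 5, 23187911 to 23189681) by 2.57 ± 0.40 (adjusted p = 2.1e-04). Smaller rises were those of *NSP1* (AT3G16400, chromosome 3, 5566516 to 5568330) with 1.23 ± 0.25 (adjusted p = 2.3e-03), *MYB51* (AT1G18570, chromosome 1, 6389765 to 6391026) with 1.09 ± 0.33 (adjusted p = 0.042) and *IGMT2* (AT1G21120, chromosome 1, 7395331 to 7396640) with 1.03 ± 0.29 (adjusted p = 0.026), and *IGMT1* and *IGMT2* are similar enough for cross-hybridization. In T_P_ the changes of these 5 genes were 0.73 ± 0.61, 0.48 ± 0.40, 0.68 ± 0.25, 0.21 ± 0.33 and 0.70 ± 0.29 in the same order, and none was a DEG. *IGMT5* and *NSP3* rose by 4.28 ± 0.50 (adjusted p = 6.5e-06) and 1.62 ± 0.33 (adjusted p = 2.5e-03) in T_M_. Tested directly between T_P_ and T_M_, *CYP81F4* and *CYP81F2* differed, with log2 fold changes of −3.72 ± 0.61 (adjusted p = 3.1e-04) and −2.09 ± 0.40 (adjusted p = 1.3e-03). *MYB51* in T_M_ vs C2 lost its call in 4 of 6 fits without 1 array, with 0.88 (adjusted p = 0.20) without C2 replicate 1. *IGMT2* in T_M_ vs C2 lost the call in 3 of 6, with 0.72 (adjusted p = 0.20) without T_M_ replicate 3.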

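In T_W_ vs C2, 8 of the 11 named genes were upregulated DEGs. *IGMT5* rose by 4.99 ± 0.50 (SE, n = 3, adjusted p = 3.7e-07), *CYP81F4* by 4.41 ± 0.61 (adjusted p = 2.1e-05), *NSP3* by 2.94 ± 0.33 (adjusted p = 1.4e-06) and *NSP1* by 2.24 ± 0.25 (adjusted p = 1.1e-06). The changes of *MYB51*, *CYP81F2* and *IGMT2* were −0.71 ± 0.33 (adjusted p = 0.18), −0.54 ± 0.40 (adjusted p = 0.47) and 0.25 ± 0.29 (adjusted p = 0.70), and these 3 were no DEGs. Of 7 genes of aliphatic glucosinolate biosynthesis, 2 were downregulated DEGs in T_W_, *MAM3* (AT5G23020) with −1.61 ± 0.35 (adjusted p = 2.4e-03) and *IPMI1* (AT3G58990) with −1.23 ± 0.30 (adjusted p = 6.2e-03).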

In total, 1648 genes were responsive to at least two damage types. 

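In 901 genes the change passed the thresholds in at least 2 of the 3 comparisons with C2, and 4 of these genes changed in opposite directions, so 99.6% changed in the same direction. The number with opposite directions went from 2 without C2 replicate 2 to 13 without T_M_ replicate 2. In the sets simulated without an effect of damage, a median of 0 and at most 158 genes passed in at least 2 comparisons with limma's adjusted p.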

The vast majority of these genes were regulated in the same direction, only 29 genes were regulated in opposite directions (intersections in Fig. 3b). 

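Tested directly between the damage types, 795 genes were DEGs in T_P_ vs T_M_ (268 higher in T_P_), 428 in T_P_ vs T_W_ (109 higher in T_P_) and 693 in T_M_ vs T_W_ (368 higher in T_M_). Without overlap between the arrays were 781, 426 and 665 of them, which chance gives for 10% of genes not selected as DEGs. The last count rested on single arrays, as it went from 347 without T_M_ replicate 3 to 1058 without T_M_ replicate 2. Of the genes that the study names for their opposed regulation, *SLAH3* (AT5G24030, chromosome 5, 8118618 to 8120993) had the largest difference, a log2 fold change of −3.39 ± 0.48 (SE, n = 3, adjusted p = 6.7e-05) in T_P_ vs T_M_, from changes vs C2 of −1.0 ± 0.48 in T_P_, 2.40 ± 0.48 in T_M_ and 0.69 ± 0.48 in T_W_. *DREB26* (AT1G21910, chromosome 1, 7696655 to 7697347) differed by −3.35 ± 0.67 (adjusted p = 1.7e-03) in T_P_ vs T_M_, with −1.44 ± 0.67, 1.91 ± 0.67 and 0.33 ± 0.67 vs C2, none of which made it a DEG there. *IAA29* (AT4G32280, chromosome 4, 15583479 to 15584628) was higher in T_P_ than in T_M_ by 3.00 ± 0.51 (adjusted p = 4.2e-04) and had a log2 fold change of −2.84 ± 0.51 (adjusted p = 1.4e-03) in T_M_ vs T_W_, and *PXMT1* (AT1G66700, chromosome 1, 24873460 to 24874690) was higher in T_M_ than in T_W_ by 3.08 ± 0.57 (adjusted p = 1.7e-03). *DREB26* in T_P_ vs C2 became a DEG in 1 of 6 fits without 1 array, with −2.27 (adjusted p = 0.026) without C2 replicate 3. *DREB26* in T_M_ vs C2 became one in 2 of 6, with 3.19 (adjusted p = 6.0e-05) without C2 replicate 2. *DREB26* in T_W_ vs C2 became one in 1 of 6, with 1.61 (adjusted p = 0.017) without C2 replicate 2.

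By size, *COR27* (AT5G42900, chromosome 5, 17198366 to 17199712) with 3.76 ± 0.25 (adjusted p = 2.5e-09) and AT4G33980 with 3.54 ± 0.21 (adjusted p = 9.0e-10) stood highest in T_P_ vs T_M_, and *LDOX* (AT4G22880) (−3.93 ± 0.86, adjusted p = 3.5e-03) and *TCH4* (AT5G57560) (−3.85 ± 0.80, adjusted p = 2.3e-03) lowest. In T_P_ vs T_W_ the largest differences were those of *PDF1.3* with 3.99 ± 0.89 and *PDF1.2c* with 3.96 ± 0.90, and AT4G11320 with −4.31 ± 0.55 and AT4G11310 with −4.14 ± 0.51. In T_M_ vs T_W_ they were those of *PDF1.2c* with 7.56 ± 0.90 and *PDF1.3* with 7.56 ± 0.89, and AT2G38240 with −3.79 ± 0.86 and AT5G22580 with −3.17 ± 0.67. All of these 8 differences were DEGs at limma's adjusted p. *PDF1.3* in T_P_ vs T_W_ lost its call in 1 of 6 fits without 1 array, with 3.36 (adjusted p = 0.053) without T_P_ replicate 3. *PDF1.2c* in T_P_ vs T_W_ lost the call in 1 of 6, with 3.30 (adjusted p = 0.058) without T_P_ replicate 3.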

The genes with highest regulation differences (15- to 21-fold difference) between at least two treatments were *ARGAH2*, *IAA29*, *SLAH3*, *DREB26,* and *PXMT1* (Fig. 3c). ARGAH2, one of two arginase proteins known in *Arabidopsis*, is involved in defense responses, as its expression is inducible by methyl jasmonate treatment [57]; this gene was clearly downregulated only by *P. brassicae* feeding, but not by *M. brassicae* damage nor by artificial wounding.

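*ARGAH2* (AT4G08870, chromosome 4, 5646654 to 5648693) changed by 0.09 ± 0.19 (SE, n = 3, adjusted p = 0.89) in T_P_ vs C2, 1.86 ± 0.19 (adjusted p = 1.7e-06) in T_M_ vs C2 and 1.71 ± 0.19 (adjusted p = 1.1e-06) in T_W_ vs C2. The log2 fold change was −1.77 ± 0.19 (adjusted p = 2.0e-06) in T_P_ vs T_M_ and −1.62 ± 0.19 (adjusted p = 1.2e-05) in T_P_ vs T_W_. The gene has 4 probes that differed from each other, with log2 fold changes from −1.07 to 1.2 in T_P_, 0.66 to 3.13 in T_M_ and 0.37 to 3.12 in T_W_, so its value depended on the summary of probes.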

JA is a major signaling molecule involved in response to wounding and defense against chewing herbivores [58–60]. 

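Of the 7 JA biosynthesis genes *LOX2*, *AOS*, *AOC1* to *AOC4* and *OPR3*, 6 were upregulated DEGs in T_W_ vs C2, and 7 when adjusted over the list alone, with a median log2 fold change of 1.62. The study chose the list on these samples, so the second count is not independent evidence. *AOC1* (AT3G25760, chromosome 3, 9403972 to 9405105) rose by 2.96 ± 0.30 (SE, n = 3, adjusted p = 4.2e-07), *AOC2* (AT3G25770, chromosome 3, 9406975 to 9407839) by 2.22 ± 0.23 (adjusted p = 4.6e-07), *AOS* (AT5G42650, chromosome 5, 17097803 to 17099359) by 1.62 ± 0.21 (adjusted p = 1.1e-05), *AOC4* (AT1G13280, chromosome 1, 4547624 to 4548552) by 1.33 ± 0.18 (adjusted p = 1.2e-05) and *OPR3* (AT2G06050, chromosome 2, 2359240 to 2361971) by 1.01 ± 0.28 (adjusted p = 0.014). *AOC3* (AT3G25780, chromosome 3, 9409362 to 9410409) changed by 1.05 ± 0.40 (adjusted p = 0.085), and the AOC genes are similar enough for cross-hybridization. All 6 genes of JA homeostasis and turnover were upregulated DEGs, and besides *JAZ10* these were *CYP94B3* (AT3G48520) with 3.24 ± 0.99 (adjusted p = 0.026), *ILL6* (AT1G44350) with 3.04 ± 0.35 (adjusted p = 2.1e-06), *IAR3* (AT1G51760) with 2.05 ± 0.37 (adjusted p = 3.7e-04), *JAZ9* (AT1G70700) with 2.05 ± 0.27 (adjusted p = 1.4e-05) and *JAZ2* (AT1G74950) with 1.98 ± 0.26 (adjusted p = 9.5e-06). In T_P_ and in T_M_, 5 of these 6 were DEGs, and *CYP94B3* was none, with 1.09 ± 0.99 (adjusted p = 0.61) and 0.63 ± 0.99 (adjusted p = 0.82). *OPR3* in T_W_ vs C2 lost its call in 3 of 6 fits without 1 array, with 0.79 (adjusted p = 0.11) without T_W_ replicate 1. *CYP94B3* in T_W_ vs C2 lost the call in 4 of 6, with 2.57 (adjusted p = 0.16) without T_W_ replicate 1. *AOC3* in T_W_ vs C2 became a DEG in 1 of 6 fits without 1 array, with 1.53 (adjusted p = 0.01) without C2 replicate 2.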

Concordantly, artificially wounded leaves showed upregulation of most of the genes involved in JA biosynthesis (i.e. *LOX2*, *AOS*, *AOC1* to *AOC4*, *OPR3*), JA homeostasis and turnover (i.e. *JAZ2*, *JAZ9*, *JA10*, *IAR3*, *ILL6*, *CYP94B3*) [61–64] and JA signaling (i.e. *VSP1*, *VSP2*) [58]. 

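The defensin gene *PDF1.2a* (AT5G44420), which rose in T_P_ and by 7.18 ± 0.74 (SE, n = 3, adjusted p = 2.0e-06) in T_M_, changed by 1.67 ± 0.74 (adjusted p = 0.14) in T_W_ vs C2 and was no DEG there. *PDF1.2a* in T_W_ vs C2 became a DEG in 1 of 6 fits without 1 array, with 2.61 (adjusted p = 0.015) without C2 replicate 2.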

The JA-responsive defensin *PDF1.2a* [65] was upregulated as well in artificially wounded leaves. Furthermore, several JA-responsive genes involved in biosynthesis (i.e. *CYP81F4*, *IGMT5*) [55, 66] and metabolism of glucosinolates (i.e. *PYK10*, *NSP1*) [67, 68] were upregulated.

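*PYK10* (AT3G09260, chromosome 3, 2840657 to 2843730), a gene for a beta-glucosidase that acts on glucosinolates, rose by 2.16 ± 0.46 (SE, n = 3, adjusted p = 2.1e-03) in T_W_ vs C2 and by 2.07 ± 0.46 (adjusted p = 6.0e-03) in T_M_ vs C2, and changed by −0.19 ± 0.46 (adjusted p = 0.92) in T_P_ vs C2.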

### Prior cold treatment affects the transcriptional response to tissue damage

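In this experiment 5 days at 4 °C preceded the damage, and 24 arrays in 8 groups of n = 3 entered the comparisons. The groups were C2, T_P_, T_M_ and T_W_ without cold, cold-treated plants without damage (P2) and the cold-treated and damaged groups P + T_P_, P + T_M_ and P + T_W_. After the cold, plants stood at 20 °C for 1 day before the 2 days of damage. The median spot signal of replicates 1, 2 and 3 was 137, 131 and 131 in P2, 136, 165 and 136 in P + T_P_, 143, 150 and 160 in P + T_M_, and 143, 134 and 167 in P + T_W_. Genes well above background made up 63.6% to 65.4% of all genes on P2 arrays, 65.8% to 68.9% on P + T_P_ arrays, 66.6% to 68.9% on P + T_M_ arrays and 65.4% to 68.3% on P + T_W_ arrays. The arrays were processed and fitted together with those of the damage experiment, and 4 comparisons were read from the same limma fit for each damage type: P + T vs C2, P + T vs T, P + T vs P2 and T vs C2. The last comparison shares its T arrays with P + T vs T, so chance deviations of the T arrays enter both with opposite sign. The arrays lay on 6 slides, and replicates 1 and 2 of P + T_W_ and replicates 2 and 3 of P2 each shared a slide. A gene counted as attenuated when it was a DEG of T vs C2 and of P + T vs T with opposite signs, and as intensified when the signs were the same.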

To analyze the influence of a preceding cold stress on the transcriptional response to artificial wounding or feeding by a generalist or specialist herbivore, transcriptome analyses of leaf material from plants subjected to the treatments described in the Methods section and in Fig. 1 were performed.

A principle component analysis of gene expression values revealed a clear separation of the C2 control plant transcriptome from that of the other plant treatments, except for the transcriptome of *M. brassicae* feeding-damaged plants (T_M_), whose 95% confidence interval overlapped slightly with that of the C2 control (Fig. 4a). The cold-treated plants (P2) showed a transcriptome shift relative to the C2 control, displayed in the first principle component (PC1), which accounts for ~ 25% of sample variances in all three sample groups. This indicates that deacclimation was not yet completed at the time of sampling. 

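With C2, P2, T_P_ and P + T_P_ arrays, the first component of a PCA held 24.3% of the variance, and its scores were −105.7 ± 46.6 (SD, n = 3) in C2, −32.3 ± 11.8 in T_P_, 33.8 ± 11.6 in P + T_P_ and 104.2 ± 44.5 in P2. With the *M. brassicae* groups it held 25.9%, with −77.5 ± 37.2 in C2, −66.2 ± 25.7 in T_M_, 18.8 ± 14.0 in P + T_M_ and 125.0 ± 39.3 in P2. With the wounded groups it held 25.6%, with −90.8 ± 41.5 in C2, −63.9 ± 30.7 in T_W_, 75.9 ± 28.5 in P + T_W_ and 78.8 ± 54.7 in P2. Left-out arrays moved the shares of the first component between 23.7% and 26.1%, 25.0% and 29.0%, and 25.1% and 27.8%.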

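On the first component, the P + T_P_ and P + T_M_ groups lay between C2 and P2, while the mean of P + T_W_ differed from that of P2 by less than the SD of either group. On the second component, which held 18.2%, 18.4% and 17.4% of the variance for the *P. brassicae*, *M. brassicae* and wounding sets, P2 scored 59.9 ± 41.8 (SD, n = 3) against −59.5 ± 24.1 in P + T_P_, 6.2 ± 38.4 against −0.3 ± 14.4 in P + T_M_, and 6.2 ± 44.3 against −9.8 ± 30.5 in P + T_W_. In the same comparisons gene by gene, 448, 297 and 638 genes were DEGs in P + T_P_, P + T_M_ and P + T_W_ vs P2 with limma.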

Subsequent feeding damage by *P. brassicae* (P + T_P_) or *M. brassicae* (P + T_M_) led to a separation of the transcriptome from that of P2 plants, whereas artificial wounding (P + T_W_) did not. This suggests that a prior cold treatment results in a different plant transcriptional response to continuous two-day-larval feeding damage than to discontinuous artificial wounding. Moreover, the T- and P + T-induced transcriptomes differed also in a species-specific manner, indicating that *Arabidopsis* can distinguish between damage by *P. brassicae* or *M. brassicae* (Additional file 1: Figure S3).

**Fig. 4:**
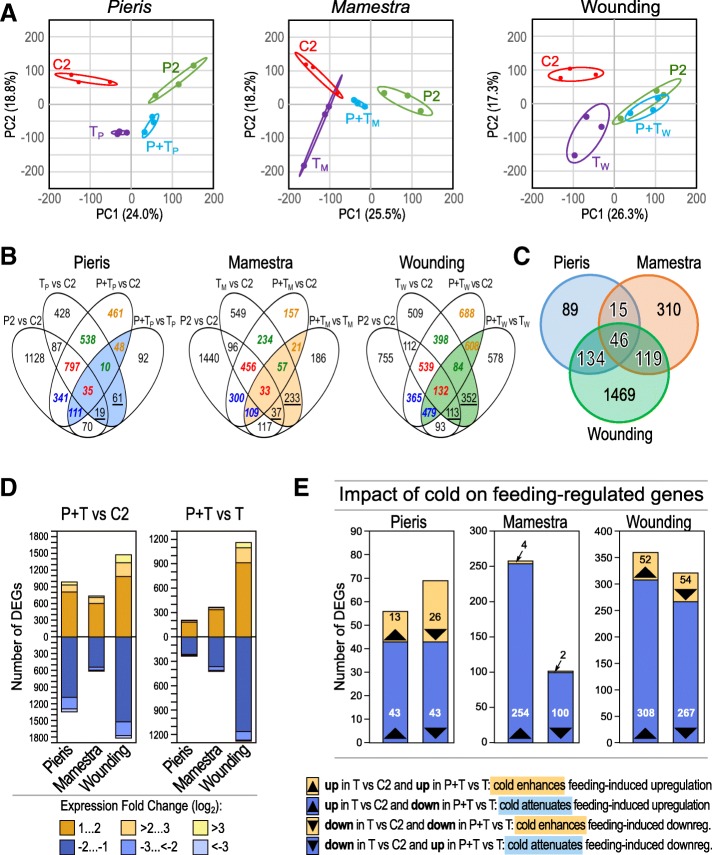
Previous cold treatment alters the transcriptional response to herbivory and artificial wounding. Leaves of *A. thaliana* were untreated (C2), cold-treated (P2), damaged by *Pieris brassicae* (T_P_) or *Mamestra brassicae* feeding (T_M_) or artificial wounding (T_W_), or cold-treated followed by feeding/wounding damage (P + T_P_, P + T_M_ and P + T_W_). *N* = 3 biological replicates of each sample type. **a** Principle component analysis (PCA) of the normalized gene expression of individual experimental leaf samples. The first two components, which explain most of the changes, are depicted (explained variances are shown at the axes). Ellipses indicate the 95% confidence interval. **b** Venn diagrams of genes regulated in response to larval feeding or artificial wounding with and without prior cold treatment. Blue characters, genes specifically regulated upon cold treatment; green characters, genes specifically regulated upon damage; red characters, genes regulated upon both cold per se and damage per se; orange characters, genes regulated only when the plant had been exposed to the combination of prior cold and subsequent damage; colored intersections, genes that were differentially regulated in P + T plants relative to T plants (P + T vs T) and also in untreated (T vs C2) or cold-treated, damaged plants (P + T vs C2) relative to control plants. **c** Venn diagram with the genes in the colored sectors in panel (**b**). **d** Numbers of differentially expressed genes (DEGs) in cold-treated and herbivore- or wounding-damaged plants compared to untreated plants (P + T vs C2; left panel) and in cold-treated herbivore- or wounding-damaged plants compared to untreated, damaged plants (P + T vs T; right panel). **e** Genes responsive to herbivory or artificial wounding with enhanced or attenuated expression changes in cold-treated relative to untreated plants

In cold-treated plants, the total number of regulated genes ranged from 1367 in *M. brassicae*-damaged leaves to 2341 in *P. brassicae*-damaged leaves to 3293 in artificially wounded leaves relative to untreated and undamaged control plants (Fig. 4b, d; P + T vs C2; the regulated genes are listed in Additional file 2: Table S1). 

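Relative to C2, 1335 genes were DEGs in P + T_P_ (570 upregulated, 765 downregulated), 584 in P + T_M_ (325 upregulated, 259 downregulated) and 1919 in P + T_W_ (863 upregulated, 1056 downregulated). The arrays of both groups did not overlap for 1301, 571 and 1841 of them, which chance gives for 10% of unselected genes. The count of P + T_M_ rested on single C2 arrays, from 392 without C2 replicate 3 to 892 without C2 replicate 2. Of the alternatives chosen in advance, the scanner software's processed signal moved the counts most, to 2260, 1018 and 3289.

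In P + T_P_ vs C2, *PDF1.2c* and *PDF1.3* rose most, by 6.30 ± 0.90 (SE, n = 3, adjusted p = 2.1e-05) and 6.24 ± 0.89 (adjusted p = 2.2e-05), and *ELIP1* (−4.74 ± 0.75, adjusted p = 6.9e-05) and AT1G73600 (−4.59 ± 0.35, adjusted p = 5.5e-09) fell most. In P + T_M_ vs C2, *VSP2* rose by 5.61 ± 0.69 (adjusted p = 2.7e-05) and *VSP1* by 5.42 ± 0.71 (adjusted p = 5.3e-05), and AT2G15020 with −3.11 ± 0.37 (adjusted p = 2.0e-05) and AT5G22580 with −2.96 ± 0.67 (adjusted p = 6.9e-03) fell most. In P + T_W_ vs C2 the largest rises were those of AT2G38240, by 6.35 ± 0.86 (adjusted p = 8.9e-06), and *KTI1* (AT1G73260, chromosome 1, 27547410 to 27548057), by 6.20 ± 0.67 (adjusted p = 6.0e-07), and the largest falls those of *XTR8* (AT3G44990) with −4.87 ± 0.50 (adjusted p = 3.1e-07) and AT1G73600 with −4.68 ± 0.35 (adjusted p = 1.0e-08).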

Following prior cold stress, 446, 793, and 2439 genes were differentially regulated compared to untreated plants upon *P. brassicae* or *M. brassicae* feeding or artificial wounding, respectively (Fig. 4b, d; P + T vs T). Thus, the total number of genes which were differentially expressed due to prior cold stress was higher in artificially wounded than in larval feeding-damaged plants. 

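Between cold-treated and untreated plants with the same damage, 71 genes were DEGs in P + T_P_ vs T_P_, 148 in P + T_M_ vs T_M_ and 1283 in P + T_W_ vs T_W_. At an unadjusted p of 0.05 from limma and a 2-fold change, 215, 345 and 1378 genes passed. Arrays of the paired groups did not overlap for 70, 144 and 1220 of the DEGs, which chance gives for 10% of unselected genes. The smaller counts rested on single arrays: P + T_P_ vs T_P_ went from 0 without T_P_ replicate 1 or 2 to 77 without P + T_P_ replicate 1, and P + T_M_ vs T_M_ from 31 without T_M_ replicate 3 to 270 without T_M_ replicate 2. Where P + T_P_ vs T_P_ had 0 DEGs with limma, 184 and 230 genes passed at the unadjusted p and 2-fold. With the slide as a block the counts of these comparisons were 5 and 53. Of the alternatives chosen in advance, the scanner software's processed signal moved P + T_W_ vs T_W_ most, to 2351.

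In P + T_P_ vs T_P_ the largest rises were those of *PRB1* (AT2G14580) with a log2 fold change of 2.76 ± 0.63 (SE, n = 3, adjusted p = 0.035) and *GH3.3* (AT2G23170) with 2.61 ± 0.52 (adjusted p = 0.024), and the largest falls those of *TT4* (AT5G13930, chromosome 5, 4488762 to 4490035) with −2.50 ± 0.62 (adjusted p = 0.048) and AT2G16367 with −2.48 ± 0.53 (adjusted p = 0.028). In P + T_M_ vs T_M_, AT4G12500 (2.20 ± 0.54, adjusted p = 0.039) and *SAL2* (AT5G64000) (2.20 ± 0.50, adjusted p = 0.025) rose most, and *AACT1* (AT5G61160, chromosome 5, 24608781 to 24610139) with −4.59 ± 1.01 (adjusted p = 0.022) and *PDF1.2c* with −3.47 ± 0.90 (adjusted p = 0.046) fell most. In P + T_W_ vs T_W_, *KTI1* rose by 5.56 ± 0.67 (adjusted p = 2.2e-05) and AT2G44240 by 5.14 ± 0.52 (adjusted p = 3.8e-06). *THI2.1* (AT1G72260, chromosome 1, 27198803 to 27199358), with −3.31 ± 0.57 (adjusted p = 3.8e-04), and the *EXORDIUM*-like 3 gene AT5G51550, with −3.25 ± 0.36 (adjusted p = 8.0e-06), fell most. *PRB1* in P + T_P_ vs T_P_ lost its call in 5 of 6 fits without 1 array, with 2.67 (adjusted p = 0.16) without P + T_P_ replicate 3. *GH3.3* in P + T_P_ vs T_P_ lost the call in 3 of 6, with 2.30 (adjusted p = 0.13) without T_P_ replicate 1. *TT4* in P + T_P_ vs T_P_ was no DEG in 5 of 6 such fits, at −1.54 (adjusted p = 0.29) without P + T_P_ replicate 3. AT2G16367 in P + T_P_ vs T_P_ lost the call in 5 of 6, with −1.94 (adjusted p = 0.17) without P + T_P_ replicate 3. AT4G12500 in P + T_M_ vs T_M_ was no DEG in 5 of 6 such fits, at 1.76 (adjusted p = 0.22) without T_M_ replicate 3. *SAL2* in P + T_M_ vs T_M_ lost the call in 5 of 6, with 1.91 (adjusted p = 0.14) without P + T_M_ replicate 2. *AACT1* in P + T_M_ vs T_M_ was no DEG in 4 of 6 such fits, at −3.70 (adjusted p = 0.15) without T_M_ replicate 3. *PDF1.2c* in P + T_M_ vs T_M_ lost the call in 4 of 6, with −2.92 (adjusted p = 0.23) without T_M_ replicate 3.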

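The count of P + T_W_ vs T_W_ DEGs stayed above those of both herbivores in every fit with an array left out, from 886 without P + T_W_ replicate 3 to 1778 without P + T_W_ replicate 2. The median absolute log2 fold change of all 30541 genes was 0.131 in P + T_W_ vs T_W_, 0.0997 in P + T_M_ vs T_M_ and 0.0805 in P + T_P_ vs T_P_. The spread between replicates was not smaller in the wounded groups. The median SD of a gene, averaged over the groups, was 0.1058 in T_W_ and P + T_W_ and 0.0976 in the 4 groups with larvae. The fit pools the spread of a gene over all groups, so a smaller spread in the wounded groups could not have raised their count.

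**Figure D1:**
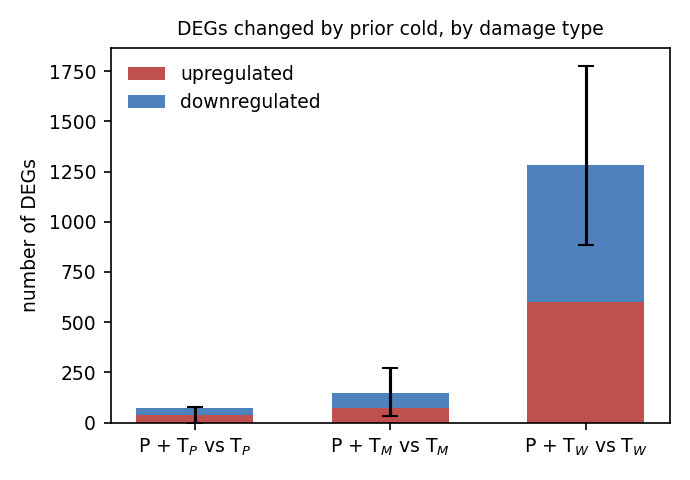
Number of DEGs (vertical axis) of P + T vs T for each damage type, split into upregulated and downregulated genes, with black lines from the lowest to the highest count over the 30 fits that each leave out 1 array. P + T_W_ vs T_W_ ranges from 886 to 1778, above the ranges of both herbivores.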

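Upregulated genes made up 53.5% of the DEGs of P + T_P_ vs T_P_ (38 of 71, 95% Clopper-Pearson interval 41.29% to 65.45%), 48.0% of those of P + T_M_ vs T_M_ (71 of 148, 39.70% to 56.33%) and 46.6% of those of P + T_W_ vs T_W_ (598 of 1283, 43.85% to 49.38%). Intervals cover counting error only. For P + T_P_ vs T_P_ the scanner software's processed signal moved the share to 64.3%, with 9 upregulated and 5 downregulated genes.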

In general, roughly equal fractions of DEGs were up- or downregulated in P + T_P_, P + T_M_, and P + T_W_ plants compared to the respective T plants.

Of particular interest are those genes that were differentially regulated in cold-treated and damaged plants relative to damaged plants (P + T vs T) and also in untreated and damaged (T vs C2) and/or cold-treated and damaged plants (P + T vs C2) relative to control plants (Fig. 4b, colored intersections in Venn diagrams). These gene sets comprise 284, 490, and 1768 genes in *P. brassicae* feeding-, *M. brassicae* feeding- and wounding-damaged leaves, respectively (Additional file 2: Table S1). 

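Among the P + T vs T DEGs, 40 of *P. brassicae*, 95 of *M. brassicae* and 905 of wounding were also DEGs of T vs C2 or of P + T vs C2. These sets went from 0 without T_P_ replicate 1 or 2 to 57 without C2 replicate 2, from 27 without T_M_ replicate 3 to 179 without T_M_ replicate 2, and from 604 without P + T_W_ replicate 3 to 1290 without P + T_W_ replicate 2.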

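The DEGs of T vs C2 and of P + T vs T that were no DEGs of P + T vs C2 numbered 6 for *P. brassicae*, 51 for *M. brassicae* and 241 for wounding. Leaving out single arrays gave 0 without T_P_ replicate 1 or 2 to 11 without P + T_P_ replicate 2, 16 without T_M_ replicate 3 to 122 without T_M_ replicate 2, and 108 without T_W_ replicate 1 to 320 without T_W_ replicate 2. Being no DEG of P + T vs C2 means that the thresholds were not reached, not that the expression equalled that of C2.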

The 80, 270, and 465 genes in the intersection of T vs C2 and P + T vs T, but not P + T vs C2 (Fig. 4b, underlined numbers) were regulated by tissue damage, however, the magnitude of the transcriptional response to damage was diminished when the plants had previously experienced cold. In contrast, genes exclusively occurring in the overlapping intersection of P + T vs T and P + T vs C2 were regulated only upon sequential experience of cold and tissue damage by feeding or wounding, but not by damage of untreated control plants. The intersections of T vs C2, P + T vs T and P + T vs C2 consist of genes that respond to feeding or wounding, and this response was significantly different when plants had been exposed to a prior cold phase.

We further investigated whether genes were specifically or commonly regulated by the three cold / damage combinations. 

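As DEGs of all 3 comparisons of P + T vs T, 7 genes were found, 6 upregulated and 1 downregulated. The number went from 0 without T_P_ replicate 1 or 2 to 9 without T_W_ replicate 1, so that single arrays of the comparison with the fewest DEGs decided it.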

Upon prior cold treatment, 46 DEGs were commonly regulated (40 up, 6 down), i.e. their transcriptional response was independent of the insect species and type of wounding (larval feeding, artificial damage) (Fig. 4c, Additional file 2: Table S1). Additionally, 15 genes were differentially regulated (7 up, 8 down) after cold exposure and subsequent feeding damage by both herbivore species, but not after cold exposure and subsequent artificial wounding (Fig. 4c).

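A single gene, *PIL1* (AT2G46970, chromosome 2, 19295617 to 19297678), was a DEG of P + T_P_ vs T_P_ and of P + T_M_ vs T_M_ but not of P + T_W_ vs T_W_. Its log2 fold changes were 2.43 ± 0.42 (SE, n = 3, adjusted p = 0.019), 1.81 ± 0.42 (adjusted p = 0.026) and 0.77 ± 0.42 (adjusted p = 0.23). Without T_P_ replicate 1 or 2 no gene was left in this set, since P + T_P_ vs T_P_ then had 0 DEGs with limma. *PIL1* in P + T_P_ vs T_P_ lost its call in 3 of 6 fits without 1 array, with 2.29 (adjusted p = 0.087) without P + T_P_ replicate 3. *PIL1* in P + T_M_ vs T_M_ lost the call in 4 of 6, with 1.34 (adjusted p = 0.19) without T_M_ replicate 3.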

The prior cold treatment also affected the magnitude of the transcriptional response to subsequent tissue damage. In *Pieris*-damaged leaves, the cold pre-treatment caused a significant intensification of damage-induced up- or downregulation in 39 of the 125 damage-induced genes (31%), whereas in the remaining genes the magnitude of regulation was diminished or even turned into opposite regulation (Fig. 4e; Additional file 2: Table S1). 

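In *P. brassicae*-damaged leaves, 9 genes were DEGs of both T_P_ vs C2 and P + T_P_ vs T_P_, and 6 of them (66.7%, 95% Clopper-Pearson interval 29.93% to 92.51%) were attenuated. Of these 9, 2 were upregulated and 1 was downregulated in both comparisons, 5 were upregulated and then lower after cold, and 1 was downregulated and then higher. The share went from 0% without P + T_P_ replicate 3 to 85.7% without C2 replicate 1, and of the alternatives chosen in advance the slide as a block moved it most, to 0%. As both comparisons share the T_P_ arrays, the selection was repeated with each T_P_ array left out and used alone as the reference: the shares of genes with a change of at least 2-fold against the damage response were then 28.9% of 90, 61.3% of 62 and 56.7% of 30 genes. In 30 sets simulated without an effect of cold, at most 2 genes were DEGs of both comparisons, too few to give a share to compare.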

In artificially wounded local leaves, regulation of 84% of the damage-induced genes was attenuated. 

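In wounded leaves, 329 genes were DEGs of both T_W_ vs C2 and P + T_W_ vs T_W_, and 289 of them (87.8%, interval 83.81% to 91.17%) were attenuated. Of the attenuated genes, 183 had been upregulated and 106 downregulated by wounding, while 23 upregulated and 17 downregulated genes were intensified. With each T_W_ array left out of the selection and used as the reference, the share was 83.4% of 367, 61.2% of 361 and 92.3% of 287 genes. Sets simulated without an effect of cold gave 0 genes and so no share to compare. Of the alternatives chosen in advance, weights for the arrays moved the share most, to 77.7%.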

In leaves damaged by *M. brassicae,* almost all (98%) feeding-induced genes exhibited attenuated regulation upon prior cold treatment. 

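In *M. brassicae*-damaged leaves, 69 genes were DEGs of both T_M_ vs C2 and P + T_M_ vs T_M_, and all 69 (100%, interval 94.79% to 100%) were attenuated, as they were in each fit with an array left out, 52 that had been upregulated by feeding and 17 that had been downregulated. With each T_M_ array left out of the selection and used as the reference, the share was 97.9% of 141, 89.3% of 131 and 94.5% of 146 genes. The simulated sets without an effect of cold gave 0 genes and so no share to compare.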

Only 2% of the feeding-induced genes exhibited intensified expression changes in cold pre-treated plants (Fig. 4e). These results show that a cold phase attenuated the transcriptional response to subsequent leaf damage in the majority of damage-induced genes. However, the degree of attenuation was dependent on the type of damage.

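The size of the whole damage response was compared without selecting on the cold-treated plants. The slope of the log2 fold changes of P + T vs P2 on those of T vs C2, over the DEGs of T vs C2, was 0.344 for *P. brassicae*, 0.359 for *M. brassicae* and 0.328 for wounding. Selection on T vs C2 inflates the untreated response, so DEGs were also selected without 1 T array and the C2 array of the same number, which alone then gave the untreated response. The mean change in cold-treated plants was 41.5%, 28.5% and 31.9% of that in untreated plants for *P. brassicae*, depending on the array left out, 30.1%, 51.8% and 35.7% for *M. brassicae*, and 24.9%, 38.2% and 31.6% for wounding. The ranges of the damage types overlapped. These percentages use P2 as the reference after cold, and P2 itself differed from C2. The attenuated genes above rest on P + T vs T. Measured vs C2, DEGs selected without 1 T_P_ array changed on average by 1.399, 1.538 and 1.571 in that array. In P + T_P_ they changed by 1.509, 1.494 and 1.482. For *M. brassicae* the values were 1.656, 1.276 and 1.913 against 1.191, 1.028 and 1.275. For wounding they were 1.871, 1.187 and 1.521 against 1.315, 1.055 and 1.006. From the shares of attenuated genes the paper concludes that a cold phase attenuated the response of most damage-induced genes, to a degree that depended on the type of damage.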

### Leaf tissue damage affects the cold deacclimation process

To investigate whether leaf tissue damage by larval feeding and artificial wounding has an impact on gene expression during deacclimation, we compared the transcriptomes of cold-treated plants during deacclimation with or without experience of tissue damage. 

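For deacclimation, P1 plants were harvested at the end of 5 days at 4 °C together with their controls C1, and P2 plants 3 days later at 20 °C together with C2, with n = 3 arrays per group. The median spot signal of replicates 1, 2 and 3 was 121, 115 and 106 in C1 and 124, 175 and 166 in P1, and 62.1% to 64.3% of the genes were well above background on C1 arrays and 61.5% to 66.0% on P1 arrays. Replicates 2 and 3 of C1 shared a slide. The spread between replicates differed little between groups, with a median SD of a gene from 0.0833 in P + T_M_ to 0.128 in P2. The arrays were processed and fitted with all others, and the effect of damage on deacclimation was read from P + T vs P2. A gene counted as attenuated here when it was a DEG of P2 vs C2 and of P + T vs P2 with opposite signs. The P2 arrays enter both comparisons. Scaling could change these numbers, as the median log2 fold change of all genes in P1 vs C1 was −0.345 with the processed signal and −0.275 with scaling to equal medians.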

First, we compared the transcriptome of plants at the end of the cold-period (Fig. 1; P1 plants) with that of plants after 3 days of deacclimation (Fig. 1; P2 plants). 

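In P1 vs C1, 3461 genes were DEGs (1905 upregulated, 1556 downregulated), and in P2 vs C2 1504 genes (643 upregulated, 861 downregulated). Arrays did not overlap for 3442 and 1410 of these, which chance gives for 10% of unselected genes. Of the P2 vs C2 DEGs, 920 were no DEGs of P1 vs C1 and 584 were DEGs of both, while 2877 genes were DEGs of P1 vs C1 alone. The number of newly regulated genes went from 741 without P2 replicate 1 to 1297 without C2 replicate 2, and of the alternatives chosen in advance the processed signal moved it most, to 1645. Scaling to equal medians raised the upregulated share in P1 vs C1 from 55.0% to 66.1%.

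In P1 vs C1, *AZI1* (AT4G12470, chromosome 4, 7401371 to 7401856) and *EARLI1* (AT4G12480, chromosome 4, 7406371 to 7406877) rose most, by 9.33 ± 0.48 (SE, n = 3, adjusted p = 5.7e-13) and 7.78 ± 0.54 (adjusted p = 9.0e-11), and these neighbours with AT4G12500 are similar enough for cross-hybridization. AT3G55240 fell at least 39.9-fold, a bound since it was not above background in all P1 arrays, and *HAI1* (AT5G59220, chromosome 5, 23894672 to 23896497) changed by −5.44 ± 0.65 (adjusted p = 3.5e-07). In P2 vs C2, *DIN10* (AT5G20250, chromosome 5, 6833730 to 6836635) with 4.56 ± 0.44 (adjusted p = 1.6e-07) and AT4G12500 with 3.74 ± 0.54 (adjusted p = 2.4e-05) rose most, and *TT4* with −5.76 ± 0.62 (adjusted p = 6.0e-07) and *XTR8* with −5.19 ± 0.50 (adjusted p = 1.6e-07) fell most.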

In the P2 plants we found more than 1500 newly regulated genes with 25 significantly enriched biological process GO terms, indicating that deacclimation also involves activation of cellular processes (Fig. 5a). Eleven GO terms are enriched only for downregulated genes, nine terms only for upregulated genes, and six terms are enriched for up- and downregulated genes (Fig. 5b). Interestingly, the downregulated terms include the ‘glucosinolate biosynthesis process’. 

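All 7 of the aliphatic glucosinolate biosynthesis genes *MAM3*, *CYP79F1*, *CYP79F2*, *SOT18*, *IPMI1*, *IPMI2* and *CYP83A1* were downregulated DEGs in P2 vs C2. *IPMI1* (AT3G58990, chromosome 3, 21797524 to 21798285) changed by −2.09 ± 0.30 (SE, n = 3, adjusted p = 2.3e-05), *SOT18* (AT1G74090, chromosome 1, 27863003 to 27864055) by −1.54 ± 0.25 (adjusted p = 7.4e-05), *CYP79F2* (AT1G16400, chromosome 1, 5605231 to 5607281) by −1.41 ± 0.25 (adjusted p = 2.1e-04) and *CYP79F1* (AT1G16410, chromosome 1, 5608862 to 5611118) by −1.27 ± 0.17 (adjusted p = 9.9e-06). The changes of *MAM3* (AT5G23020, chromosome 5, 7718203 to 7721634), *CYP83A1* (AT4G13770, chromosome 4, 7990682 to 7992282) and *IPMI2* (AT2G43100, chromosome 2, 17920685 to 17921455) were −1.22 ± 0.35, −1.22 ± 0.24 and −1.11 ± 0.23. In P1 vs C1, *MAM3* was an upregulated DEG with 1.88 ± 0.35 (adjusted p = 1.2e-04) and *IPMI1* a downregulated DEG with −1.06 ± 0.30 (adjusted p = 7.0e-03). The other genes were no DEGs at the end of the cold, with log2 fold changes of −0.78 ± 0.25 in *SOT18*, −0.15 ± 0.17 in *CYP79F1*, 0.40 ± 0.25 in *CYP79F2*, 0.17 ± 0.23 in *IPMI2* and −0.17 ± 0.24 in *CYP83A1*. *CYP83A1* in P2 vs C2 lost its call in 1 of 6 fits without 1 array, with −0.97 (adjusted p = 8.7e-03) without P2 replicate 1. *IPMI2* in P2 vs C2 lost the call in 2 of 6, with −0.93 (adjusted p = 0.013) without P2 replicate 1. *MAM3* in P2 vs C2 was no DEG in 1 of 6 such fits, at −1.0 (adjusted p = 0.063) without P2 replicate 3. *IPMI1* in P1 vs C1 lost the call in 2 of 6, with −0.75 (adjusted p = 0.067) without C1 replicate 1.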

A closer look reveals that in this category especially genes with function in aliphatic glucosinolate biosynthesis were downregulated, like *MAM3*, *CYP79F1*, *CYP79F2*, *SOT18*, *IPMI1*, *IPMI2 and CYP83A1.* Noticeably, with the exception of *MAM3*, none of these genes were differentially regulated after 5 days cold in P1 plants.

**Fig. 5:**
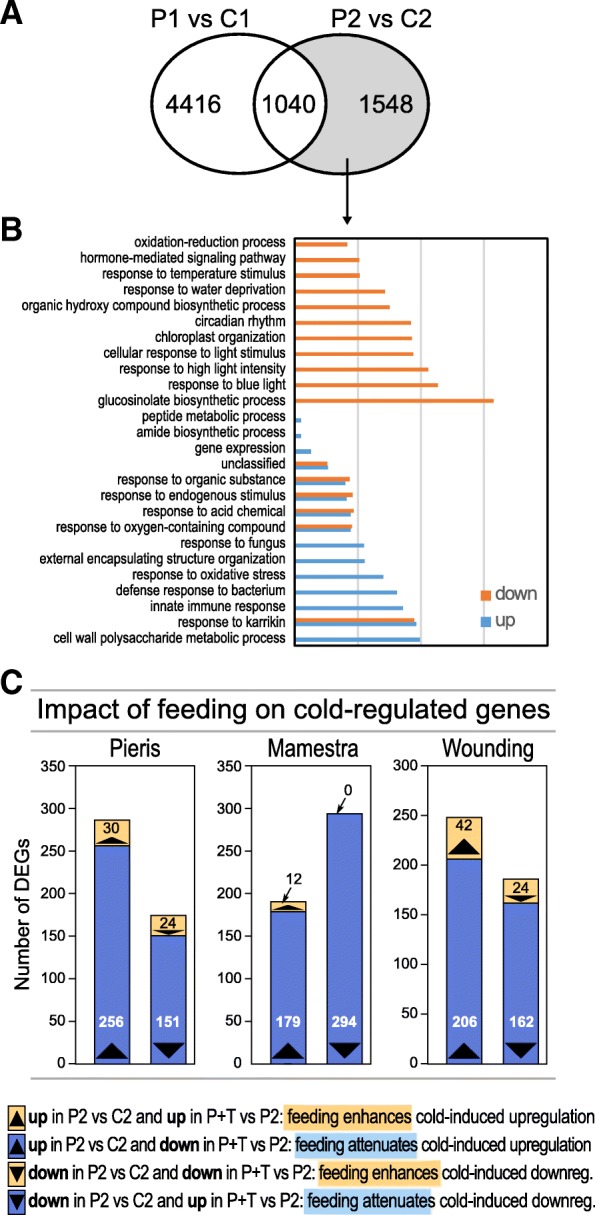
Cold deacclimation and impact of larval feeding or artificial wounding on cold-regulated genes. **a** Number of uniquely and commonly regulated genes after 5 days cold at 4 °C (P1) and after 3 days of cold deacclimation at 20 °C (P2) in comparison to the untreated controls (C1 and C2). **b** Enrichment of biological process gene ontology (GO) terms among the P2 vs C2-specifically up- and downregulated genes. **c** Cold-responsive genes with enhanced or attenuated expression changes in leaves exposed to larval feeding or artificial wounding leaves relative to leaves of undamaged plants

It was therefore interesting to investigate how larval feeding or wounding affects this cold deacclimation response, especially with respect to the genes involved in glucosinolate biosynthesis. 

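Of the 1504 DEGs of P2 vs C2, 155 (10.3%) were attenuated in P + T_P_, 185 (12.3%) in P + T_M_ and 150 (9.97%) in P + T_W_. In P + T_P_, 107 of the attenuated genes had been upregulated and 48 downregulated in P2, in P + T_M_ 59 and 126, and in P + T_W_ 74 and 76. Intensified genes numbered 21, 0 and 25 in the same order, and 7 for P + T_M_ at limma's unadjusted p. Single arrays moved the shares: they went from 3.51% without P2 replicate 1 to 18.47% without P2 replicate 3 in P + T_P_, from 7.34% without P2 replicate 1 to 19.82% without P2 replicate 3 in P + T_M_, and from 5.63% without P2 replicate 1 to 14.81% without P2 replicate 2 in P + T_W_. Of the alternatives chosen in advance, a fit of only the arrays compared moved them most, to 0.358%, 4.47% and 3.04%. With each P2 array left out of the selection and used alone as the reference, 57.9% to 71.3% of the P2 DEGs moved against their change in P + T_P_, 73.6% to 88.0% in P + T_M_ and 45.6% to 67.9% in P + T_W_. Without an effect of damage, the sets simulated with shared P2 arrays gave a median attenuated share of 0% and at most 0.736%.

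The counts of P + T vs P2 DEGs behind these shares, 210 upregulated and 238 downregulated in P + T_P_, 232 and 65 in P + T_M_, and 417 and 221 in P + T_W_, also rested on single arrays, from 153 without P2 replicate 1 to 737 without P2 replicate 3 in P + T_P_ and from 169 without P2 replicate 1 to 512 without P2 replicate 3 in P + T_M_. Arrays did not overlap for 426, 291 and 580 of them, which chance gives for 10% of unselected genes. The largest rises in P + T_P_ vs P2 were those of *PDF1.2c* and *PDF1.3*, by 6.78 ± 0.90 (SE, n = 3, adjusted p = 1.3e-04) and 6.45 ± 0.89 (adjusted p = 1.9e-04), and AT1G49000 (−2.75 ± 0.43, adjusted p = 5.7e-04) and *HSP90.1* (AT5G52640) (−2.67 ± 0.47, adjusted p = 1.7e-03) fell most. The SDs of *PDF1.2c* and *PDF1.3* were 2.681 and 2.763 in P + T_P_ and 0.19 and 0.212 in P2, which the pooled standard errors do not show. In P + T_M_ vs P2, *PDF1.2* and *PDF1.2b* rose most, by 5.70 ± 0.74 and 5.55 ± 0.80, and *HSP90.1* (−2.50 ± 0.47) and *KCS12* (AT2G28630) (−2.16 ± 0.41) fell most. In P + T_W_ vs P2, *VSP1* and *VSP2* rose most, by 5.58 ± 0.71 and 5.29 ± 0.69, and *ROF2* (AT5G48570) (−2.67 ± 0.32) and *HSP90.1* (−2.63 ± 0.47) fell most. From the attenuated share of the P2 DEGs the paper concludes that the deacclimation response decayed faster after damage.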

Overall, the regulation of 14–19% of all 2588 DEGs in deacclimating P2 plants was attenuated when feeding or wounding occurred (Fig. 5c, Additional file 2: Table S1), resulting in a faster decay of the cold deacclimation response. However, feeding damage by *P. brassicae* larvae resulted in higher expression of five of the seven above mentioned aliphatic glucosinolate biosynthesis genes (*MAM3*, *CYP79F1*, *CYP79F2*, *SOT18* and *IPMI1*) in P + T_P_ compared to deacclimating P2 plants (expression of *IPMI2* and *CYP83A1* is not altered)*.* In contrast, feeding by *M. brassicae* larvae increased the expression of only two of the seven genes (*IPMI1* and *CYP79F1*). 

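*SOT18* and *IPMI1* were upregulated DEGs in P + T_P_ vs P2, with 1.2 ± 0.25 (SE, n = 3, adjusted p = 5.4e-03) and 1.31 ± 0.30 (adjusted p = 0.011). *CYP79F2*, *MAM3* and *CYP79F1* changed by 0.99 ± 0.25 (adjusted p = 0.019), 0.98 ± 0.35 (adjusted p = 0.096) and 0.74 ± 0.17 (adjusted p = 0.011), under the 2-fold threshold, as did *CYP83A1* with 0.95 ± 0.24 (adjusted p = 0.02) and *IPMI2* with 0.59 ± 0.23 (adjusted p = 0.14). In P + T_M_ vs P2 none of the 7 was a DEG over all genes, and 1 was when adjusted over the list alone; the list was chosen on these samples, so this is not independent evidence. *IPMI1* changed by 1.00 ± 0.30 (adjusted p = 0.056) there and *CYP79F1* by 0.74 ± 0.17 (adjusted p = 0.013). The brightest probe of *CYP79F1* in place of the mean of its probes moved its log2 fold change to 1.54 in P + T_P_ vs P2 and to 1.43 in P + T_M_ vs P2. *SOT18* in P + T_P_ vs P2 lost its call in 1 of 6 fits without 1 array, with 0.89 (adjusted p = 0.06) without P2 replicate 1. *IPMI1* in P + T_P_ vs P2 lost the call in 1 of 6, with 0.91 (adjusted p = 0.11) without P2 replicate 1. *CYP79F2* in P + T_P_ vs P2 became a DEG in 3 of 6 fits without 1 array, with 1.15 (adjusted p = 0.018) without P2 replicate 2. *CYP83A1* in P + T_P_ vs P2 became one in 3 of 6, with 1.1 (adjusted p = 0.012) without P2 replicate 3. *SOT18* in P + T_M_ vs P2 became one in 1 of 6, with 1.02 (adjusted p = 0.019) without P2 replicate 3. *IPMI1* in P + T_M_ vs P2 became one in 3 of 6, with 1.26 (adjusted p = 0.027) without P2 replicate 2.

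**Figure D2:**
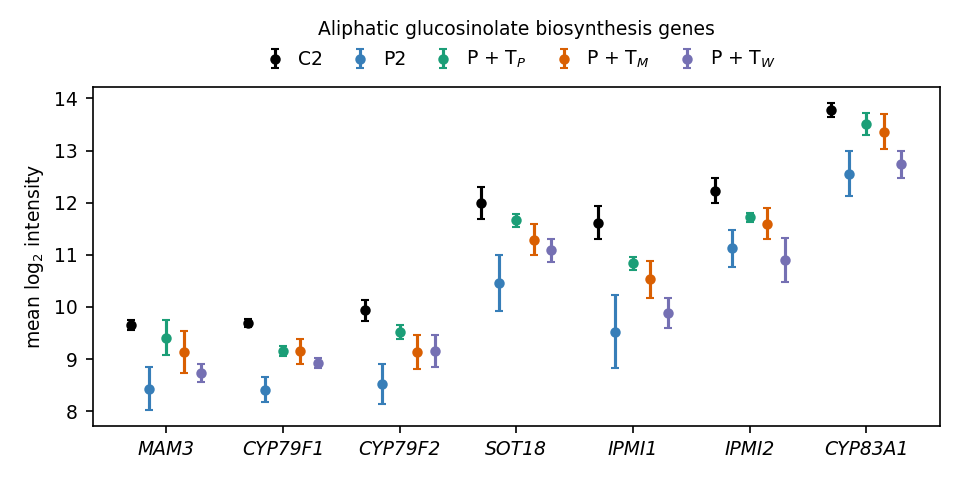
Mean log2 intensity (vertical axis) of the 7 aliphatic glucosinolate biosynthesis genes in C2, P2, P + T_P_, P + T_M_ and P + T_W_, with bars for the SD of n = 3 arrays. In P2 *SOT18* has a mean of 10.46 ± 0.55 against 11.99 ± 0.31 in C2 and 11.66 ± 0.13 in P + T_P_.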

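In P + T_W_ vs P2 the log2 fold changes of the 7 genes *MAM3*, *CYP79F1*, *CYP79F2*, *SOT18*, *IPMI1*, *IPMI2* and *CYP83A1* lay between −0.22 and 0.63, and none was a DEG over all genes or adjusted over the list alone.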

Wounding alone did not increase the transcription level of any of the seven genes.

### Stress- and stress combination-dependent transcriptional regulation of biological processes

The transcriptome analyses revealed that (i) a preceding cold phase leads to a modified transcriptional response of feeding- or wounding-regulated genes (Fig. 4e) and (ii) leaf damage by feeding or wounding modifies the transcription profile of cold-regulated genes during deacclimation (Fig. 5c). This raised the question which biological process GO terms contributed to the overall transcriptional status of P + T plants. We thus determined the enriched GO terms (Fig. 6) among the genes differentially regulated solely by cold treatment (blue characters in Figs. 4b and 6), by damage (green characters in Figs. 4b and 6), by cold or damage (red characters in Figs. 4b and 6) and by the combination of prior cold and subsequent damage (orange characters in Figs. 4b and 6), respectively. Enhanced gene regulation in many biological process GO terms was triggered almost exclusively by the single stresses cold (P2), damage (T), or the combined stressors cold+damage (P + T). Other GO terms, though, were enriched in cold exposed plants but also after damage (P2 or T). For example, leaf damage exclusively contributed to upregulation of the ‘response to JA’ process. In contrast, in the process ‘response to wounding’ some genes were induced by cold or damage, while other genes were upregulated only by damage.

**Fig. 6:**
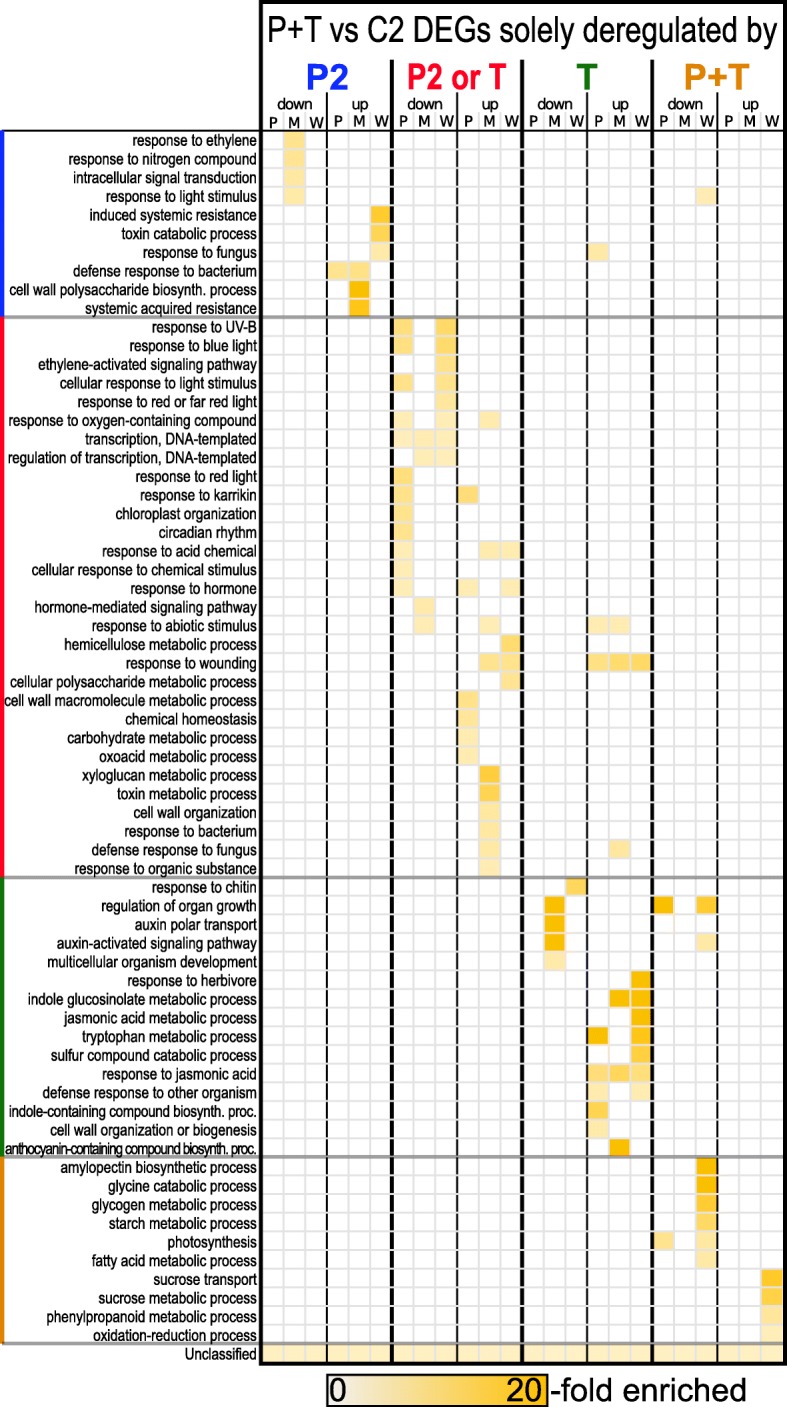
Treatment-specific enrichment of biological process GO terms of regulated genes in P + T plants. Fold enrichment of biological process GO terms in P + T samples relative to C2 (P + T vs C2) samples of DEG subgroups that are solely deregulated by cold (P2; corresponding to the sectors marked with blue characters in Fig. 4b), by either cold or feeding / artificial wounding (P2 or T; corresponding to the sectors marked with red characters in Fig. 4b), by larval feeding or artificial wounding (T; corresponding to the sectors marked with green characters in Fig. 4b), or only by the combination of cold and larval feeding or artificial damage (P + T; corresponding to the sectors marked with orange characters in Fig. 4b)

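Of the P + T vs C2 DEGs, those that were DEGs of neither T vs C2 nor P2 vs C2 numbered 33 (5.65%, 95% Clopper-Pearson interval 3.92% to 7.84%) in P + T_M_, 282 (21.1%, 18.96% to 23.41%) in P + T_P_ and 750 (39.1%, 36.89% to 41.31%) in P + T_W_. The share of P + T_M_ went from 4.93% without C2 replicate 2 to 9.54% without P + T_M_ replicate 2. A gene missing from T vs C2 and P2 vs C2 passed no threshold there, which is not a test of an interaction.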

Of all regulated genes in P + T plants, 13% (*Mamestra*), 22% (*Pieris*) and 39% (Wounding) only changed in expression if a cold treatment preceded the tissue damage (Fig. 4b, orange characters). These genes can be considered as primable for improved damage-triggered induction by prior cold exposure.

Damage of *A. thaliana* leaves by *P. brassicae*, *M. brassicae* and artificial wounding resulted in significant transcriptional changes in 187, 173, and 235 defense- or glucosinolate synthesis-related genes (Additional file 2: Table S1). Of these, 30% (*Pieris*), 43% (*Mamestra*) and 30% (Wounding) were upregulated. Remarkably, 70% of the defense- or glucosinolate synthesis-related genes upregulated by *P. brassicae* feeding were also upregulated by *M. brassicae* feeding, whereas 75% of the genes downregulated upon *P. brassicae* feeding were not regulated by *M. brassicae* feeding. When preceded by cold, the transcriptional response of only 4% of these *P. brassicae* feeding-induced genes was attenuated by ≥2-fold. In contrast, responses of much greater fractions of genes deregulated by *M. brassicae* feeding (29%) or wounding (32%) were attenuated by a factor of 2 or more, when the plants had previously been exposed to cold.

Thus, drought or cold stress preceding tissue damage apparently affects similar biological processes of *A. thaliana*, but not necessarily the same genes.

## Discussion

### Similarities and differences in *A. thaliana* transcriptional response to leaf damage by *P. brassicae* feeding, *M. brassicae* feeding and artificial wounding

After a prior cold treatment of *Arabidopsis* plants, larvae of the generalist herbivore *M. brassicae* performed better than on untreated plants whereas larvae of the specialist *P. brassicae* did not benefit, indicating that the cold treatment induced changes in the plant that promoted larval development of *M. brassicae*, but not of the specialist *P. brassicae*. It is conceivable that after a cold phase the plant’s metabolic status or response to differences in leaf tissue damage patterns is altered.

For each of the three leaf damage scenarios approximately two thirds of all regulated genes were also regulated in one or both of the other two damage types. 

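Of the T_P_ DEGs 65.7% were DEGs of another damage type, of the T_M_ DEGs 67.8% and of the T_W_ DEGs 63.4%.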

Remarkably, > 98% of these genes were regulated in the same direction, only 29 genes showed opposite regulation upon different damage types (Fig. 3b). Several of the genes with the largest regulation differences are known to be involved in plant responses to phytopathogens. For example, *argah2* mutants show increased susceptibility to pathogens inducing clubroot disease [69, 70]. SLAH3 is an anion channel expressed in guard cells and involved in stomatal immunity by closure of guard cells in response to pathogen attack [71]. DREB26 is responsive to infection by the necrotrophic fungus *Botrytis cinerea* and to various abiotic stresses as well [72]. PXMT1 is a target of miR163, a microRNA which promotes in a light-dependent manner seed germination and primary root length [73] and modulates defense responses against bacterial pathogens [74]. The Aux/IAA protein IAA29 is a transcription factor acting as repressor of the auxin signaling pathway [75].

Several studies addressed the hypothesis that highly specialized herbivores are more tolerant towards defenses of their host plants than generalists (reviewed by [46]). However, plant defense responses are multifaceted and not by default more effective against generalists than specialists. Thus, to identify plant responses specifically induced or suppressed by generalist and specialist herbivores, a treatment like artificial wounding can provide a baseline for changes at the molecular level [46, 76]. Here, 23–30% of genes transcriptionally responding to leaf damage by the specialist *P. brassicae*, the generalist *M. brassicae* or artificial wounding were shared (Fig. 3b, central intersection), including upregulation of JA-responsive defense-related genes. This shows that part of the responses to feeding damage overlapped with the reaction to artificial wounding. 

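The DEGs of all damage types made up 22.4% of the T_P_ DEGs, 30.6% of the T_M_ DEGs and 18.0% of the T_W_ DEGs.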

The majority of wound-responding genes could not be assigned to a distinct, significantly regulated process, indicating a generic “panic” response of *A. thaliana* to artificial wounding [77].

Artificial wounding resulted in upregulation of many JA biosynthesis genes. Most of these genes were also upregulated to very similar levels in response to feeding by *M. brassicae* larvae, whereas transcriptional induction was attenuated or lacking upon feeding by *P. brassicae* larvae (Additional file 2: Table S1). 

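In T_M_ vs C2, 6 of the 7 JA biosynthesis genes were upregulated DEGs, with a median log2 fold change of 1.62, and in T_P_ vs C2 3 of the 7, with a median of 0.90, both over all genes and adjusted over the list alone. *AOC1* rose by 1.93 ± 0.30 (SE, n = 3, adjusted p = 7.1e-05) in T_P_ and 2.35 ± 0.30 (adjusted p = 1.9e-05) in T_M_, and *AOC2* by 1.33 ± 0.23 (adjusted p = 2.1e-04) and 1.97 ± 0.23 (adjusted p = 6.1e-06). *AOS* rose by 1.56 ± 0.21 (adjusted p = 4.4e-05) in T_M_, and in T_P_ by 0.90 ± 0.21 (adjusted p = 4.8e-03), under the 2-fold threshold. *OPR3* (1.43 ± 0.28, adjusted p = 1.9e-03) and *AOC3* (1.62 ± 0.40, adjusted p = 0.013) were DEGs in T_M_ and changed by 0.55 ± 0.28 and 0.65 ± 0.40 in T_P_, and *AOC4* was no DEG in either, with 0.40 ± 0.18 in T_P_ and 0.73 ± 0.18 in T_M_. Tested directly in T_P_ vs T_M_, none of the 7 genes was a DEG. *OPR3* had a log2 fold change of −0.88 ± 0.28 (adjusted p = 0.038) there, *AOS* one of −0.66 ± 0.21 (adjusted p = 0.042) and *LOX2* one of −0.575 ± 0.18 (adjusted p = 0.036), each under 2-fold. *AOC1* to *AOC4* were not past limma's adjusted p, with 0.43, 0.062, 0.12 and 0.25 in this order. *AOS* in T_P_ vs C2 became a DEG in 1 of 6 fits without 1 array, with 1.06 (adjusted p = 3.7e-03) without T_P_ replicate 3.

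**Figure D3:**
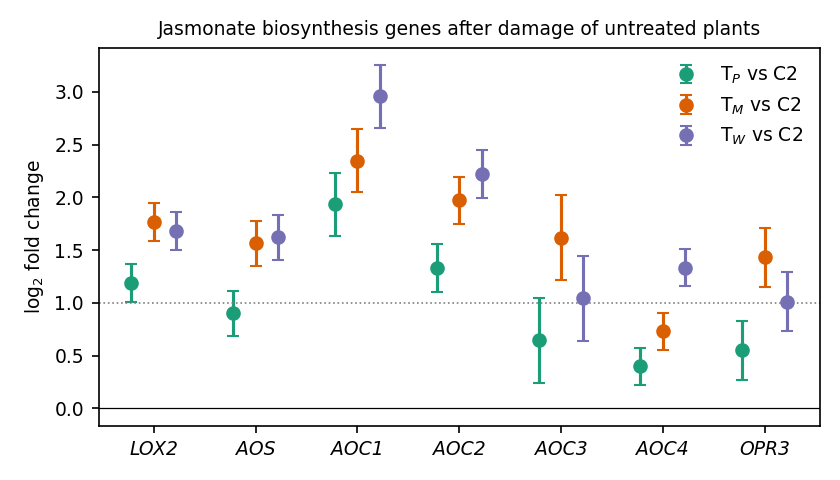
Log2 fold changes vs C2 (vertical axis) of 7 JA biosynthesis genes in T_P_, T_M_ and T_W_, with bars for the standard error of limma and n = 3 arrays per group, and a dotted line at 2-fold. T_P_ has the lowest value of the damage types in each gene.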

Interestingly though, many SA-responsive genes are downregulated in response to *P. brassicae* feeding. Salicylic acid can act antagonistically to JA-mediated plant defense responses [12, 14, 60, 78], but it can also positively modulate the plant defense against herbivores [35, 79]. We found that after two days feeding by 10 *P. brassicae* larvae eight SA-associated WRKY transcription factors are downregulated. 

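In T_P_ vs C2, *WRKY60* (AT2G25000, chromosome 2, 10629812 to 10631095) and *WRKY70* (AT3G56400, chromosome 3, 20909082 to 20910409) were downregulated DEGs, with −1.23 ± 0.33 (SE, n = 3, adjusted p = 0.013) and −1.43 ± 0.39 (adjusted p = 0.016), while *WRKY38* (AT5G22570, chromosome 5, 7495608 to 7496707) changed by −1.64 ± 0.58 (adjusted p = 0.062). None of the 3 was a DEG in T_M_ vs C2 (−0.78 ± 0.33, −0.68 ± 0.39 and −0.79 ± 0.58 in the same order) or in T_W_ vs C2 (−0.89 ± 0.33, −0.35 ± 0.39 and −0.30 ± 0.58). Tested directly in T_P_ vs T_M_, their differences had adjusted p = 0.45, 0.24 and 0.39 with limma, so a difference between the herbivores was not detectable with 3 arrays per group. *WRKY60* in T_P_ vs C2 lost its call in 1 of 6 fits without 1 array, with −1.13 (adjusted p = 0.055) without T_P_ replicate 1. *WRKY70* in T_P_ vs C2 lost the call in 3 of 6, with −1.24 (adjusted p = 0.07) without C2 replicate 2. *WRKY60* in T_W_ vs C2 became a DEG in 1 of 6 fits without 1 array, with −1.30 (adjusted p = 8.7e-03) without T_W_ replicate 3.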

The SA-responsive factors *WRKY38*, *WRKY60* and *WRKY70* are only downregulated upon *P. brassicae* feeding, but not upon *M. brassicae* feeding or artificial wounding. It will thus be interesting to investigate whether *P. brassicae* oral secretions negatively affect the plant’s SA-response pathway towards a diminished herbivore defense [80–82].

Strikingly, opposite to *P. brassicae* feeding, *M. brassicae* feeding was accompanied by more up- than downregulated SA-response genes, and seven of the eight *WRKY* genes downregulated upon *P. brassicae* feeding were not responding to *M. brassicae* feeding. It is tempting to speculate that, in contrast to *P. brassicae*, *M. brassicae* oral secretions do not dampen the plant’s SA-response pathway. Moreover, *M. brassicae* feeding induced in *Arabidopsis* leaves a stronger and more complex transcriptional response of glucosinolate biosynthesis-associated genes. Striking is the upregulation of *MYB51*, a regulator of indole glucosinolate biosynthesis [83], the nitrile specifier protein *NSP1* [84], the P450 monooxygenases *CYP81F2* [85] and *CYP81F4* [66] and the indole glucosinolate methyltransferase *IGMT2* [55]. Elevated expression of plant specifier proteins has been found to promote *A. thaliana*’s defense against *P. rapae* larvae*,* a close relative of *P. brassicae,* as it deters *P. rapae* from egg deposition on the plants. In addition, the endoparasitoid *Cotesia rubecula*, which prefers *P. rapae* larvae as hosts, is more attracted to *P. rapae*-infested plants overexpressing specifier proteins than to *P. rapae*-infested Col-0 wild-type plants. In contrast to Col-0, the specifier overexpressors accumulate mainly simple nitriles from glucosinolate hydrolysis [86]. *CYP81F2* encodes a P450 monooxygenase involved in 4MI3G (4-methoxyindol-3-ylmethylglucosinolate) synthesis and antifungal defense [85].

Studies of plant interactions with the lepidopteran generalist *Spodoptera littoralis* and with specialists (including *P. rapae* and *P. brassicae*) revealed that application of larval oral secretion of these insects results in suppression of plant defense gene expression [87, 88]. Among the genes with attenuated expression in our study the protease inhibitor DR4 and extracellular lipase 3 EXL3 showed a more pronounced attenuation upon *P. brassicae* than upon *M. brassicae* feeding (Additional file 2: Table S1). These genes are also suppressed upon feeding by *S. littoralis* [87]. It is thus conceivable that the expression attenuation we observed was caused by oral secretions of the herbivores. It is known that plants can distinguish between damage by different herbivores and by artificial wounding [89] because their oral secretions contain species-specific herbivore-associated molecular patterns (HAMPs) that enable plants to modulate their defense responses (reviewed in [90–92]). It will be interesting to investigate in the future whether the observed differences between the expression patterns upon *P. brassicae* or *M. brassicae* feeding depend on such HAMPs.

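*DR4* (AT1G73330, chromosome 1, 27569022 to 27569651) changed by 0.57 ± 0.48 (SE, n = 3, adjusted p = 0.57) in T_P_ vs C2 and 2.04 ± 0.48 (adjusted p = 8.6e-03) in T_M_ vs C2. Tested directly in T_P_ vs T_M_, a comparison chosen for this gene after its values had been seen, its log2 fold change was −1.47 ± 0.48 (adjusted p = 0.045). With the scanner software's processed signal, no background correction, scaling to equal medians or the series matrix values it was no DEG in T_P_ vs T_M_. After cold it changed by −0.40 ± 0.48 (adjusted p = 0.93) in P + T_P_ vs T_P_, −1.76 ± 0.48 (adjusted p = 0.059) in P + T_M_ vs T_M_ and −2.41 ± 0.48 (adjusted p = 1.3e-03) in P + T_W_ vs T_W_, the last of them as a DEG. With dim genes left out, with array weights and with the series matrix values at an unadjusted p it was a DEG in P + T_M_ vs T_M_ as well. *DR4* in T_M_ vs C2 lost its call in 2 of 6 fits without 1 array, with 1.57 (adjusted p = 0.077) without C2 replicate 1. *DR4* in T_P_ vs T_M_ lost the call in 6 of 6, with −1.31 (adjusted p = 0.14) without T_M_ replicate 1.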

### Prior low temperature exposure causes attenuated regulation of genes responsive to leaf damage

The comparison of expression changes in herbivory- or wounding-responsive genes in plants, which had previously experienced 5 days at 4 °C, revealed similarities, but also striking damage type-dependent differences in transcriptional reprogramming. Among the 46 genes that were regulated after each of the three damage types, several were reported to function in stress responses. The flavonol monooxygenase 1 (*FMO1)* is known to be essential for the establishment of systemic acquired resistance (SAR) and therefore systemic defenses against pathogens like *Pseudomonas syringae* [93]. *UGT72E2* and *UGT72E3* are involved in glucosylation of monolignols, which results in increased content of coniferin, syringin, and other phenylpropanoids [94–97]. ALLENE OXIDE CYCLASE1 (*AOC1),* a key enzyme in JA biosynthesis, is known to be rapidly responding to cold stress ([98, 99], reviewed by [100]).

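*AOC1* (AT3G25760, chromosome 3, 9403972 to 9405105) was a downregulated DEG in all 3 comparisons, with −1.26 ± 0.30 (SE, n = 3, adjusted p = 0.037) in P + T_P_ vs T_P_, −1.23 ± 0.30 (adjusted p = 0.034) in P + T_M_ vs T_M_ and −1.29 ± 0.30 (adjusted p = 3.8e-03) in P + T_W_ vs T_W_. *UGT72E2* (AT5G66690, chromosome 5, 26625155 to 26626600) was upregulated in all, with 1.54 ± 0.35 (adjusted p = 0.035), 2.06 ± 0.35 (adjusted p = 4.8e-03) and 3.34 ± 0.35 (adjusted p = 4.8e-06) in the same order. Its paralog *UGT72E3* (AT5G26310, chromosome 5, 9234739 to 9236184), which cross-hybridization could affect, changed by 1.18 ± 0.32 (adjusted p = 0.067) after *P. brassicae*, by 1.72 ± 0.32 (adjusted p = 0.01) after *M. brassicae* and by at least 5.33-fold after wounding, where T_W_ arrays lay at background. *FMO1* (AT1G19250, chromosome 1, 6650656 to 6653053) was a DEG after wounding alone, with 3.08 ± 0.57 (adjusted p = 7.3e-04), and changed by 1.80 ± 0.57 (adjusted p = 0.12) after *P. brassicae* and 1.38 ± 0.57 (adjusted p = 0.23) after *M. brassicae*. *AOC1* in P + T_P_ vs T_P_ lost its call in 5 of 6 fits without 1 array, with −1.04 (adjusted p = 0.22) without P + T_P_ replicate 3. *AOC1* in P + T_M_ vs T_M_ lost the call in 6 of 6, with −1.06 (adjusted p = 0.13) without P + T_M_ replicate 1. *UGT72E2* in P + T_P_ vs T_P_ was no DEG in 6 of 6 such fits, at 1.23 (adjusted p = 0.16) without T_P_ replicate 2. *UGT72E3* in P + T_M_ vs T_M_ lost the call in 2 of 6, with 1.52 (adjusted p = 0.063) without P + T_M_ replicate 2.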

Fifteen genes were differentially regulated only upon leaf damage by either of the two herbivores but not upon artificial wounding. Among the eight commonly downregulated genes is a terpene synthase (*TPS03*), which is known to be inducible by wounding and herbivory [101]. The transcription factors *RAP2.9* and *ZAT10* function as regulators in biotic and abiotic stress responses as well as in stress combinations [102–104]. *ORA59* is involved in JA/ET synergistic regulation and important for pathogen defense via *PDF1.2* activation [15, 105]. Commonly upregulated genes (7) include *LOX5,* a member of the 9-lipoxygenases involved in pathogen defense [106] and PIL1, a transcription factor known to be cold- and high light-stress responsive with functions in shade avoidance. It is also JA responsive in a COI-dependent manner [107–109]. 

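*TPS03* (AT4G16740, chromosome 4, 9407856 to 9410877) was a DEG in P + T_P_ vs T_P_ with −1.18 ± 0.29 (SE, n = 3, adjusted p = 0.044), and changed by −0.94 ± 0.29 (adjusted p = 0.09) in P + T_M_ vs T_M_. *ORA59* (AT1G06160, chromosome 1, 1883046 to 1883780) and *ZAT10* (AT1G27730, chromosome 1, 9648302 to 9648985) were DEGs in P + T_M_ vs T_M_, with −1.98 ± 0.35 (adjusted p = 6.8e-03) and −1.71 ± 0.43 (adjusted p = 0.043), and changed by −1.03 ± 0.35 (adjusted p = 0.15) and −1.12 ± 0.43 (adjusted p = 0.23) in P + T_P_ vs T_P_. *RAP2.9* (AT4G06746, chromosome 4, 4074093 to 4074545) was no DEG in either comparison, with −1.32 ± 0.38 (adjusted p = 0.078) after *P. brassicae* and −1.18 ± 0.38 (adjusted p = 0.10) after *M. brassicae*, nor was *LOX5* (AT3G22400, chromosome 3, 7927011 to 7931167), with 0.65 ± 0.19 (adjusted p = 0.082) and 0.68 ± 0.19 (adjusted p = 0.062). In P + T_W_ vs T_W_ the changes were −0.66 ± 0.29 in *TPS03*, −0.28 ± 0.35 in *ORA59*, 0.44 ± 0.43 in *ZAT10*, −0.85 ± 0.38 in *RAP2.9* and 0.34 ± 0.19 in *LOX5*. With the replicate number as a block, *TPS03* in P + T_P_ vs T_P_ had an adjusted p = 0.051 and was no DEG. *TPS03* in P + T_P_ vs T_P_ lost its call in 5 of 6 fits without 1 array, with −0.96 (adjusted p = 0.24) without P + T_P_ replicate 3. *ORA59* in P + T_M_ vs T_M_ lost the call in 1 of 6, with −1.73 (adjusted p = 0.059) without T_M_ replicate 3. *ZAT10* in P + T_M_ vs T_M_ was no DEG in 5 of 6 such fits, at −1.58 (adjusted p = 0.18) without T_M_ replicate 3. *RAP2.9* in P + T_M_ vs T_M_ became a DEG in 1 of 6 fits without 1 array, with −1.61 (adjusted p = 0.045) without P + T_M_ replicate 1.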

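*ST2A* (AT5G07010, chromosome 5, 2174960 to 2176039) changed by 1.48 ± 0.45 (SE, n = 3, adjusted p = 0.1) in P + T_P_ vs T_P_ and by −1.16 ± 0.45 (adjusted p = 0.19) in P + T_M_ vs T_M_, and was a DEG in neither. The interaction of cold and *M. brassicae* damage, the difference between P + T_M_ vs P2 and T_M_ vs C2, was −2.52 ± 0.63 (adjusted p = 0.019). The same interaction for *P. brassicae* was 0.11 ± 0.63 (SE, n = 3, adjusted p = 0.98).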

The gene *ST2A* displayed increased expression in previously cold-experienced plants responding to *P. brassicae* feeding, while the response to *M. brassicae* was opposite. ST2A, one of 18 sulfotransferases in *Arabidopsis*, is involved in JA metabolism by sulfating 11-OH-JA and 12-OH-JA [110].

Common for all three types of tissue damage was that a smaller fraction of damage-responsive genes was more strongly up- or downregulated, whereas in the majority of them the transcriptional response was attenuated after a prior cold treatment. The difference in the fractions of genes with altered regulation between *P. brassicae* and *M. brassicae* is striking, though. In leaves damaged by *P. brassicae* larvae 31% of the genes are more intensely and 69% more weakly regulated. In contrast, upon herbivory by *M. brassicae* larvae, only 2% of the damage-responsive genes are more intensely regulated whereas in 98% of these genes the expression change is lower than in plants that were not exposed to cold.

### Feeding and wounding promote a decline of the cold acclimation status

Cold acclimation and subsequent deacclimation are known to be accompanied by extensive transcriptomic and metabolomic reorganization. Not only acclimation but also deacclimation is an active and tightly regulated process, which involves metabolic changes in lipid and cell wall components, downregulation of protein synthesis, and transcriptional reprogramming of jasmonate, brassinosteroid and other hormonal pathways [111, 112]. Pagter et al. [111] found that the deacclimation-associated responses of *A. thaliana* Col-0 proceed most rapidly during the first 12 h after shifting 4 °C-acclimated plants to 20 °C. However, deacclimation is only in part a reversion of cold acclimation, and even after 24 h the plant metabolism and transcriptome have not yet fully reverted to the non-acclimated status [111]. It is thus conceivable that after 24 h of deacclimation the plant response to herbivore attack differs from that of untreated plants, but it is not predictable whether the prior cold treatment results in an unspecific or herbivore-specific, improved or compromised defense.

Although the cold deacclimation response is considered to be rapid and mainly passive [112, 113], more than 1500 genes were newly regulated 3 days after terminating the plant’s exposure to cold. Similar results were obtained in an earlier study by Firtzlaff et al. [43]. Conspicuously, among the newly regulated genes the GO term ‘glucosinolate biosynthesis process’ is downregulated. A weaker expression of these genes could imply a reduced aliphatic glucosinolate content in P2 plants and therefore provide advantageous conditions for the larvae of the generalist herbivore species, *M. brassicae.* Performance of this generalist species is negatively affected by aliphatic glucosinolates [114, 115]. In contrast, the specialist *P. brassicae* is well known to effectively detoxify glucosinolates (e.g. [48]).

In addition, the differences in the transcriptional response of cold-treated *Arabidopsis* plants to feeding by the two herbivores support the notion that the generalist *M. brassicae*, but not the specialist *P. brassicae*, benefits from a cold phase prior to hatching of the larvae. For instance, *AOS* (allene oxide synthase), a key gene in JA biosynthesis [116], the antifungal/antimicrobial defense thionin gene *THI2.1* [117], and the indolic glucosinolate synthesis genes *CYP81F4*, *CYP81F2* and *IGMT1* [55, 66, 118] were induced in plants not exposed to cold by *M. brassicae* feeding, but not by *P. brassicae* feeding. In cold-treated plants, expression of these genes was attenuated upon *M. brassicae* feeding, but not altered upon *P. brassicae* feeding. This is consistent with the observation that the performance of *P. brassicae* larvae is identical on cold-treated and control plants, whereas *M. brassicae* larvae perform better on cold-treated plants. Yet, the plant’s defense response invoked by the feeding damage of *P. brassicae* larvae is comparable in untreated and cold-treated *A. thaliana* plants. 

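In P + T_M_ vs T_M_, *CYP81F4* (AT4G37410), *CYP81F2* (AT5G57220) and *IGMT1* (AT1G21100) were downregulated DEGs, with −2.42 ± 0.61 (SE, n = 3, adjusted p = 0.041), −1.54 ± 0.40 (adjusted p = 0.049) and −1.05 ± 0.26 (adjusted p = 0.041). *THI2.1* and *AOS* changed by −2.11 ± 0.57 (adjusted p = 0.054) and −1.0 ± 0.21 (adjusted p = 0.019), the first above the adjusted p of 0.05 and the second just under 2-fold, and 4 of the 5 genes passed when adjusted over the list alone. The list was chosen on these samples, so that count is not independent evidence. In P + T_P_ vs T_P_ none of the 5 was a DEG, with 0.39 ± 0.61, 0.05 ± 0.40, −0.73 ± 0.26, −0.95 ± 0.57 and −0.71 ± 0.21 in the same order. Feeding on untreated plants had changed *THI2.1* by 1.86 ± 0.57 (adjusted p = 0.042) in T_M_ vs C2 and 0.53 ± 0.57 (adjusted p = 0.69) in T_P_ vs C2, and *IGMT1* was a DEG after both herbivores. *CYP81F4* in P + T_M_ vs T_M_ lost its call in 6 of 6 fits without 1 array, with −2.35 (adjusted p = 0.14) without P + T_M_ replicate 2. *CYP81F2* in P + T_M_ vs T_M_ lost the call in 4 of 6, with −1.15 (adjusted p = 0.29) without T_M_ replicate 3. *IGMT1* in P + T_M_ vs T_M_ was no DEG in 4 of 6 such fits, at −0.86 (adjusted p = 0.22) without T_M_ replicate 3. *THI2.1* in T_M_ vs C2 lost the call in 4 of 6, with 1.19 (adjusted p = 0.20) without T_M_ replicate 2. *THI2.1* in P + T_M_ vs T_M_ became a DEG in 1 of 6 fits without 1 array, with −2.98 (adjusted p = 0.011) without T_M_ replicate 3. *AOS* in P + T_M_ vs T_M_ became one in 1 of 6, with −1.04 (adjusted p = 0.019) without T_M_ replicate 2. *AOS* in P + T_P_ vs T_P_ became one in 1 of 6, with −1.10 (adjusted p = 3.0e-03) without P + T_P_ replicate 2.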

Since the specialist *P. brassicae* is well adapted to the defense measures [119, 120] it was expected that its performance is not impaired.

Since *M. brassicae* is more sensitive to the defense compounds of *A. thaliana* [114], its performance in untreated plants is negatively affected. In cold-treated plants, though, the *M. brassicae* feeding damage pattern elicited an attenuated defense reaction. These results are in accordance with two other studies that addressed the question of how the experience of prior abiotic stress influences later defense responses against herbivores [42, 43]. Common results of the three studies are: (i) prior exposure of plants to abiotic stress caused a reduced transcriptional induction of tissue damage-inducible defense genes, including attenuated gene expression of e.g. JA- and glucosinolate metabolism-related genes; (ii) the performance of the specialist herbivores *P. rapae* [42] and *P. brassicae* (this study and [43]) was not affected by prior drought or cold treatment of *A. thaliana*; (iii) herbivory led to a shift from the drought- or cold-adapted transcriptome towards herbivore defense, thus accelerating the abiotic stress deacclimation. Yet, the differentially regulated genes in feeding-damaged plants with prior drought or cold experience differed to a great extent. Only two genes, a glutathione S-transferase (*GSTU8*) and *UPF0496* were transcriptionally responding to all tissue damage types when preceded by drought or cold.

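*GSTU8* (AT3G09270, chromosome 3, 2848407 to 2849226) was a DEG in P + T_M_ vs T_M_ with 1.65 ± 0.43 (SE, n = 3, adjusted p = 0.047) and in P + T_W_ vs T_W_ with 1.46 ± 0.43 (adjusted p = 0.018), and changed by 1.11 ± 0.43 (adjusted p = 0.23) in P + T_P_ vs T_P_. *GSTU8* in P + T_M_ vs T_M_ lost its call in 5 of 6 fits without 1 array, with 1.33 (adjusted p = 0.25) without T_M_ replicate 3. *GSTU8* in P + T_W_ vs T_W_ lost the call in 2 of 6, with 0.83 (adjusted p = 0.18) without T_W_ replicate 1.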

## Conclusions

We show that a prior cold treatment of *A. thaliana* differentially reprogrammed the transcriptional response to leaf tissue damage by artificial wounding and feeding by the specialist herbivore *P. brassicae* or the generalist herbivore *M. brassicae*. The cold-treatment resulted at the transcriptional level in an attenuation of the plant’s damage-induced defense response. We suggest that this attenuation is responsible for the improved larval performance of the generalist *M. brassicae*. In contrast, the specialist *P. brassicae* is unaffected by the damage-induced *A. thaliana* defense measures and accordingly does not benefit from the defense attenuation by a preceding cold treatment of the plants.

## Methods

### Plant growth

*Arabidopsis thaliana* Columbia Col-0 seeds (Stock No. N1093) were obtained from the Nottingham Arabidopsis Stock Centre (NASC). Seeds were sown on soil type A (2:2:1, Einheitserde CL P: Einheitserde CL T: Sand) and stratified for 2 days at 4 °C. Thereafter, plants were grown in a growth chamber at short day conditions (8 h/16 h light/dark cycle, 120μE), 20 °C and 50% relative humidity for 7 weeks. Three-week-old seedlings were transplanted in pots containing soil type B (7:7:3, Einheitserde CL P: Einheitserde CL T: Perlite).

### Insect rearing

*Pieris brassicae* larvae from in-house captive breeding were reared on savoy cabbage (*Brassica oleracea* convar. *Capitata* var. *sabauda*) as described by [43]. *Mamestra brassicae* were obtained from N. Fatouros (Biosystematics Group, Wageningen University and Research, Wageningen, Netherlands). Larvae were reared on cabbage plants (*Brassica oleracea* var. *sabellica* L.) until pupation. Soil was provided to last instar *M. brassicae* larvae for pupation, while *P. brassicae* pupae were kept on cardboard. Adults of *M. brassicae* were offered water and a sugar-water solution (1:5 w/v). Adult *P. brassicae* butterflies were fed with an aqueous honey solution.

### Plant treatments

The experimental design is depicted in Fig. 1. Seven-week-old plants were subjected to (i) 5 days cold at 4 °C (P samples), (ii) leaf damage by *P. brassicae* larvae (T_P_ samples), *M. brassicae* larvae (T_M_ samples) or artificial wounding (T_W_ samples), (iii) cold followed by leaf damage (P + T_P_, P + T_M_ or P + T_W_ samples), or (iv) no stimulus (C samples). The stimulus ‘cold’ was applied for 5 days, followed by 1 day under normal growth conditions (20 °C) as memory/deacclimation phase. P1 samples were taken directly after 5 days of cold and P2 samples 3 days after transferring plants back to 20 °C (Fig. 1). The second stress (larval herbivory or artificial wounding) was applied for 2 days following the 1 day memory/deacclimation phase. For treatment with larvae, neonate *P. brassicae* or *M. brassicae* larvae were added in a clipcage to leaf number 17. For control, an empty clipcage was placed on leaf number 17 of untreated control (C) and cold-pretreated (P) plants. Artificial wounding was applied by damaging leaf number 17 with forceps for 30 s two times a day for 2 days. The damaged area almost matched the area of damage that larvae feeding inside a clipcage inflicted to a leaf.

### Larval performance measurement

Individual seven-week-old plants treated with or without prior cold were subjected to feeding by 15 freshly hatched *M. brassicae* or *P. brassicae* larvae on leaf 17. The experiments were repeated 11 times (*N* = 11 plants) with *M. brassicae* and 15 times (*N* = 15 plants) with *P. brassicae*. Larvae were confined in clipcages with a diameter of 3 cm. Two days later, larval weight and weight gain were determined. Furthermore, the consumed leaf area was assessed by comparing pictures of the leaves taken before and after 2 days feeding using ImageJ [121]. The leaf expansion during the 2 days feeding period was marginal and not taken into account. Subsequently larvae were returned to the plants and allowed to feed upon the whole plant for another 4 days. Two and 4 days later larval weight and weight gain were measured again. Larval performance data were evaluated with “R” [122] and subjected to statistical analysis [123, 124]. Data were tested for normal distribution (Shapiro-Wilk test) and homogenous variances (Levene’s test). If larval weight and weight gain values were not normally distributed and/or did not show variance homogeneity, data were log_2_ transformed to fulfil the prerequisites for applying unpaired Student’s *t*-test.

### Transcriptome analyses

We analyzed the transcriptome of untreated plants (C), cold-exposed plants (P), damaged plants (T) and cold-exposed and feeding-damaged plants (P + T). We standardized the extent of damage by insects and artificial wounding to be able to ascribe damage-induced transcriptomic changes to the type of damage rather than to the extent of damage. Therefore, plant leaves were exposed to 10 *P. brassicae* larvae or 20 *M. brassicae* larvae in a clip cage. After 2 days feeding, the leaf area consumed by the two species was almost identical (Additional file 1: Figure S4). The artificially wounded area was similar as well. For RNA extraction, a 1 cm wide strip from leaf number 17 of C1, C2, P1, P2, T_P_, T_M_, T_W_, P + T_P_, P + T_M_ and P + T_W_ plants was harvested. The stripe was located proximal to the clipcage or wounding site. To minimize effects of circadian clock-dependent transcriptional regulation, all samples were collected 4 to 6 h after the onset of the daylight phase, i.e. at a time when larvae are actively feeding in nature. After harvesting, the strips were kept frozen in liquid nitrogen. Leaf material of three individual plants was pooled to obtain one biological replicate, and three biological replicates of each sample type were analyzed.

Frozen leaf material was ground in liquid nitrogen, and total RNA was extracted according to Onate-Sanchez [125]. Total RNA was DNase I-digested according to manufacturer’s instructions (Thermo Fisher Scientific). Yield and quality of extracted RNA was determined spectrophotometrically and by denaturing agarose gel electrophoresis.

Genome-wide expression analyses were conducted on ArrayXS Arabidopsis v2 microarrays (series XS-5010; GEO accession GPL19779; Oaklabs GmbH, Hennigsdorf, Germany). Microarray data were processed and analyzed with the *Bioconductor Linear Models* for microarray data (limma) software package [126, 127] as described in Firtzlaff et al. [43]. In short, microarray signals were background-corrected and interarray-normalized. Genes with ≥2-fold expression change and adjusted *P*-values ≤0.05 (Benjamini and Hochberg false discovery rate procedure) were defined to be differentially expressed genes (DEGs) (Additional file 1: Figure S2). Gene expression data are deposited in the NCBI GEO repository under the accession number GSE114211.

Principle component analysis (PCA) of the transcriptomic data sets was performed using the “ggplot” and “ggbiplot” packages of “R” [122, 128]. Enriched gene ontology (GO) terms were identified using the *TAIR GO Term Enrichment for Plants* tool (www.arabidopsis.org) provided by PANTHER DB (http://pantherdb.org). If not mentioned otherwise, a Bonferroni correction for multiple testing was applied to reduce false positives.

## Additional files

Additional file 1: **Figure S1.** Relative growth rates of *Pieris brassicae* and *Mamestra brassicae* neonate larvae on previously cold-treated or untreated plants. **Figure S2.** Gene expression changes in plants exposed to larval feeding or artificial wounding compared to untreated control plants. **Figure S3.** Principle component analysis of transcriptomes of plants exposed to individual treatments. **Figure S4.** Leaf area consumption by *Pieris brassicae* and *Mamestra brassicae* neonate larvae after 2 days feeding upon previously cold-treated or untreated plants.

Additional file 2: **Table S1.** List of genes differentially expressed in response to cold treatment and/or feeding by *Pieris brassicae* larvae, feeding by *Mamestra brassicae* larvae or artificial wounding.

## Data Availability

Microarray transcription raw data are deposited in the NCBI Gene Expression Omnibus (GEO) repository under the accession number GSE114211.

## Abbreviations

ABA: Abscisic acid
DEG: Differentially expressed gene
ET: Ethylene
GO: Gene ontology
JA: Jasmonic acid
PCA: Principal component analysis
SA: Salicylic acid

# Supplementary material for: The differential response of cold-experienced Arabidopsis thaliana to larval herbivory benefits an insect generalist, but not a specialist
**Source:** BMC Plant Biol. 2019 Aug 2;19:338. doi: 10.1186/s12870-019-1943-3
**Supplement:** Supplementary file 1 — Figure S1. Relative growth rates of Pieris brassicae and Mamestra brassicae neonate larvae on previously cold-treated or untreated plants. Figure S2. Gene expression changes in plants exposed to larval feeding or artificial wounding compared to untreated control plants. Figure S3. Principle component analysis of transcriptomes of plants exposed to individual treatments. Figure S4. Leaf area consumption by Pieris brassicae and Mamestra brassicae neonate larvae after 2 days feeding upon previously cold-treated or untreated plants.

Figure S1

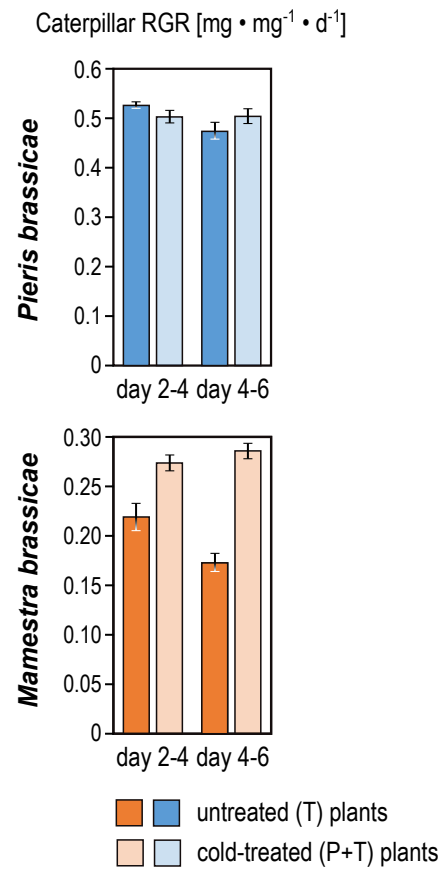

**Figure S1: Relative growth rates of *Pieris brassicae* and *Mamestra brassicae* neonate larvae on previously cold-treated or untreated plants.** Relative growth rates of larvae between day 2-4 and day 4-6 were calculated as  $[\ln(\text{weight day 4}) - \ln(\text{weight day 2}) / 2 \text{ days}]$  and  $[\ln(\text{weight day 4}) - \ln(\text{weight day 2}) / 2 \text{ days}]$  (mean values  $\pm$  SE). N (*P. brassicae*): T=14 plants, P+T=14 plants; N (*M. brassicae*): T=11 plants, P+T=11 plants.

Figure S2

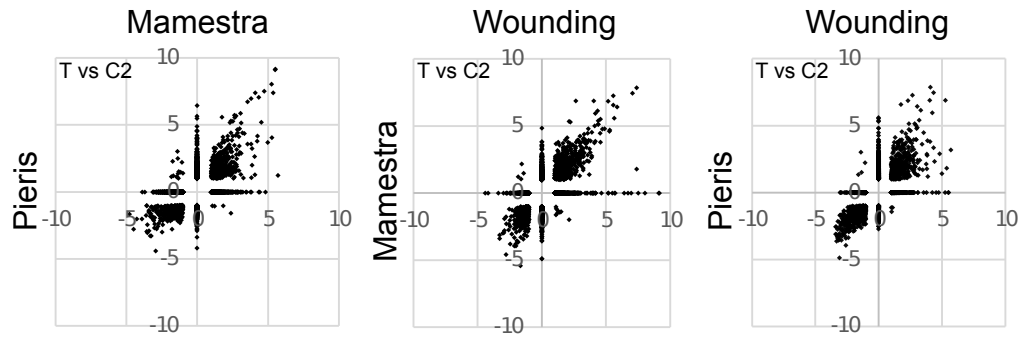

**Figure S2: Gene expression changes in plants exposed to larval feeding or artificial wounding when compared to untreated control plants.** The figure relates gene expression changes (T vs C2) in plants exposed to *Pieris brassicae* or *Mamestra brassicae* (left panel), *M. brassicae* or artificial wounding (center panel) and *P. brassicae* or artificial wounding (right panel).

Figure S3

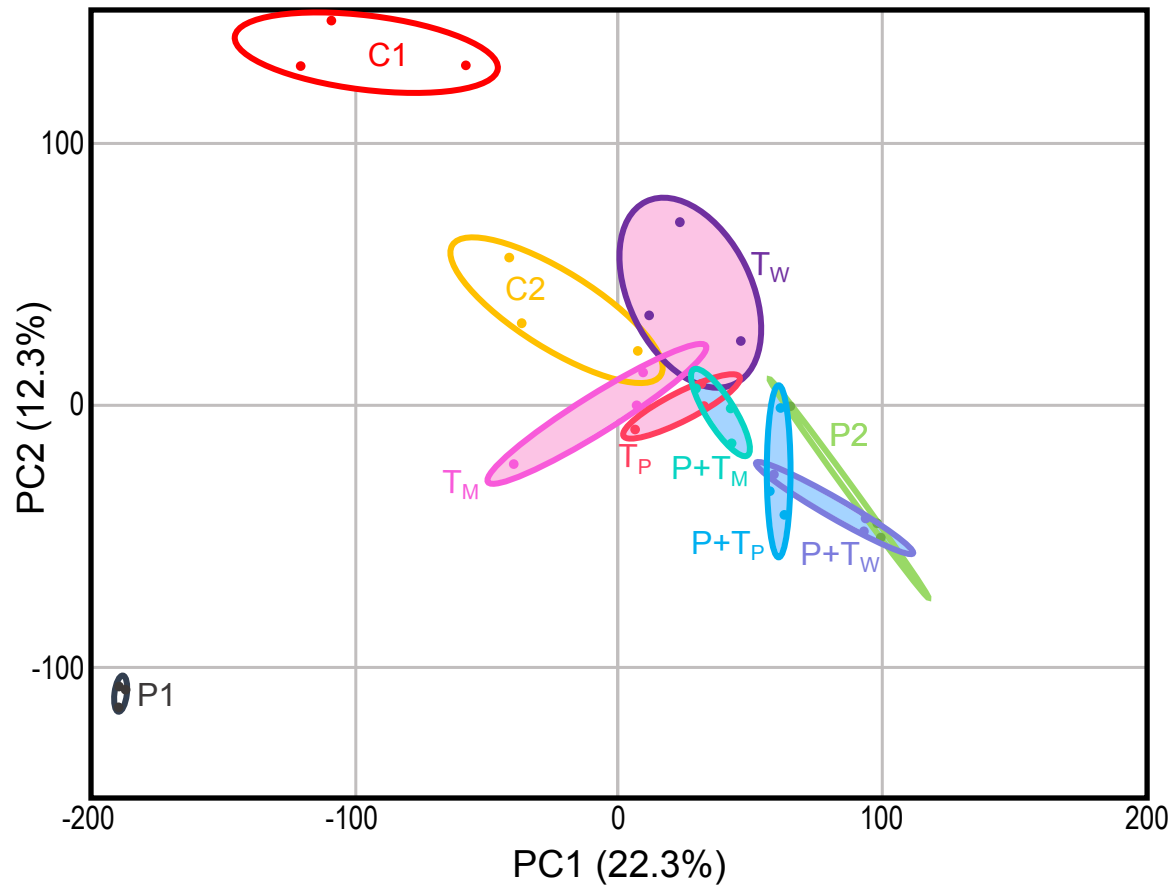

**Figure S3: Principle component analysis of transcriptomes of plants exposed to individual treatments.** Samples are designated according to Figure 1. N = 3 biological replicates of each sample type. The first two principal components, which explain most of the changes, are depicted. Ellipses indicate the 95% confidence interval.

Figure S4

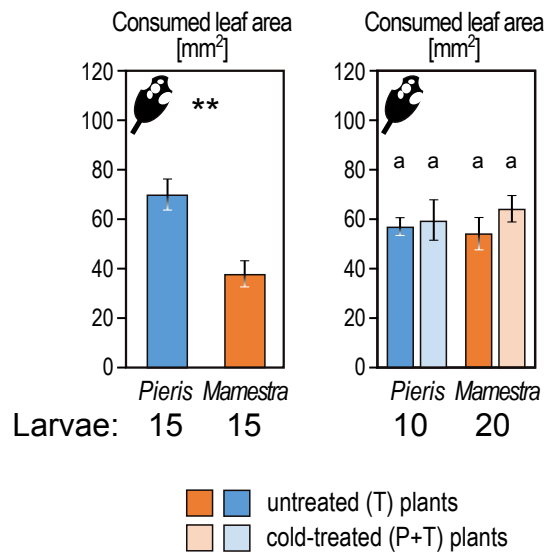

**Figure S4: Leaf area consumption by *Pieris brassicae* and *Mamestra brassicae* neonate larvae after 2 days feeding upon previously cold treated or untreated plants.** Larvae were placed onto plants as neonates. The number of larvae, which were placed in a clipage attached to leaf 17 of a plant, is given on the X-axis. Bars show the consumed leaf area per plant after 2 days feeding (N = 3-5 plants; mean  $\pm$  SE). Asterisks indicate significantly different ( $P < 0.01$ , Student's t-test) leaf areas consumed by 15 *Pieris brassicae* and 15 *Mamestra brassicae* larvae. Leaf areas consumed by 10 *P. brassicae* and 20 *M. brassicae* larvae do not significantly differ (one way ANOVA).

How the deposited data were processed for this re-analysis (not part of the article)

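RNA of *Arabidopsis thaliana* leaf number 17 from 10 groups of plants was hybridized to 30 one-colour arrays, 3 per group, on 6 slides. Each array held 62976 spots, of which 61657 were not control spots and carried 59017 probes for 32072 transcripts. The groups were the controls C1 and C2, the cold-treated plants P1 and P2, the damaged plants T_P_, T_M_ and T_W_, and the cold-treated and damaged plants P + T_P_, P + T_M_ and P + T_W_. Conditions were taken from the labels deposited with each array and the paper's text.

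The deposited files of the scanner software give, per the file headers, the raw mean and median intensity of each spot, the median intensity of its local background, and a processed intensity that the software made by background subtraction and detrending. The deposited series matrix holds log2 values whose distribution was nearly the same on all 30 arrays, as after quantile normalization. On each array these log2 values had the ranks of the median signal minus the local background (rho of 1), as checked on the files. The correlation of the deposited log2 values with the log2 values computed here was 0.976 to 0.977 per array. The authors named limma for background correction, normalization between arrays and the test, without the methods chosen within it in the paper's text.

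From the files, the mean signal of each spot was corrected for its local background by normexp with an offset of 50, quantile normalized over the 30 arrays and put on the log2 scale with limma 3.58.1 in R 4.3.3. Control spots were left out after the normalization, and so were spots that the software marked as outliers, 11 to 304 per array. No spot was saturated. Replicate spots of a probe were averaged, and then the probes of a gene, which gave 30541 genes, 8266 of them with 1 probe, 17800 with 2 and 4475 with 3 or more. A total of 10638 genes have a symbol in the files, and the reference table held 29870 of the genes. Local background had medians of 26 to 38 per array, and 23151 genes were well above background on at least 3 arrays. Their number, and not a read depth, limits what the arrays can show for dim genes, and the 3 arrays per group limit the precision.

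All 30 arrays entered 1 linear model with a mean per group, with moderated t statistics from limma's eBayes. Comparisons were cold against control (P1 vs C1, P2 vs C2), damage against control, damage after cold against C2, P2 and the same damage without cold, the damage types against each other, and the interaction of cold and damage, which is the difference between P + T vs P2 and T vs C2. A DEG had a change of at least 2-fold and a Benjamini-Hochberg adjusted p of at most 0.05. Correlations between the arrays of a group were 0.981 to 0.997. Principal components were computed over all genes scaled to unit variance.

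Genes were named by a rule fixed before their values were known. Named are every gene that the study names as measured, 55 of which were matched, and for each reported comparison the 2 genes with the largest rise and the 2 with the largest fall among the DEGs whose 3 treated arrays all lay on the same side of the 3 reference arrays. Beyond the rule, the 7 clock genes *CCA1*, *LHY*, *PRR5*, *GI*, *TOC1*, *ELF4* and *LUX* are named, which were chosen after values had been seen.

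The labels give the groups the same replicate numbers, but neither they nor the paper say that equal numbers mark plants grown or harvested together. After each group's mean was removed, the correlation between arrays with the same number was over 0.1 for all 3 pairs in 1 of 17 comparisons, P + T_P_ vs T_P_ (0.214, 0.185 and 0.306), and ranged from −0.413 to 0.43. By this measure the numbers pair the arrays in that comparison alone. The main model has no block, and the replicate block is given as an alternative.

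The fit was tested on 30 simulated arrays, made from each gene's mean in C2 and normal noise with the gene's fitted spread. The steps before the fit, from background correction to the averaging of probes, were not tested. A log2 change of 2, up or down, was added to 200 of 30413 genes in the arrays of 1 group. The model found 98% of them with 0 false calls in the place of T_P_ vs C2, and 99% with 1 false call in the place of P + T_M_ vs T_M_. The median absolute log2 fold change of the real DEGs was smaller, 1.39 in T_P_ vs C2 and 1.34 in P + T_M_ vs T_M_. Recovery of changes near 2-fold was not tested. Sets without an effect of damage or of cold were simulated 30 times from the residuals of whole arrays to see what the shared control arrays give alone. Alternatives were 11 changes of 1 choice each, 2 more for the principal components, 30 fits that each leave out 1 array, and 1 alternative chosen after the data had been seen.

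Lists of genes by annotated function, for which the paper gives counts and percentages, were not recomputed, since the copy of the table used ends before its last gene. *EXL3* was left out, since the files use that name for another gene, and so was the UPF0496 family, which the paper gives without gene identifiers. Measurements of larvae and leaf area are not array data and were not used here. Probe sequences were not compared with the genome, so cross-hybridization between paralogs was not tested.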

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

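Of the tests in this part, those of the harvest time, those of the slide for the interactions and for the comparisons between damage types, and the splits with the mean effects removed were chosen only after the result was seen.

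The response to damage differed between cold-treated and untreated plants when the difference was tested directly, which the paper, which compares lists of DEGs, does not report. With limma, the interaction of cold and damage made DEGs of 734 genes for *P. brassicae* (476 with a positive sign), 753 for *M. brassicae* (475) and 1237 for wounding (652). With 1 array left out, these counts went from 521 without C2 replicate 3 to 952 without C2 replicate 2, from 480 without C2 replicate 3 to 1149 without C2 replicate 2, and from 963 without C2 replicate 3 to 1617 without P2 replicate 2. A fit of only the arrays compared gave 509, 412 and 761, and the normalizations and background corrections gave 734 to 880, 826 to 968 and 1414 to 1678, so the scaling did not make the counts. The tables argue against the slide as the whole cause, as 78.75%, 79.55% and 85.45% of the DEGs were also DEGs in the same direction with the slide as a block. Of 100 drawn splits of the 12 arrays, 8 gave as many DEGs for *P. brassicae*, 7 for *M. brassicae* and 4 for wounding, so chance can be excluded for wounding only. Exchanged labels carry the mean effects of cold and of damage into the interaction. With the mean effects of cold and of damage removed first, 1, 2 and 1 of 100 splits gave as many DEGs, and chance can then be excluded for each damage type. What stays open is the time of day at harvest, since 3 of 7 clock genes were DEGs of each interaction, none of them in the direction of a later hour. The paper gives the harvest of all samples as 4 to 6 h after the onset of daylight, so a difference would lie within that window, and harvest times per plant are not used here. The 3 interactions also share the C2 and P2 arrays and are not independent of each other. That the cold phase changes the response to damage is a candidate explanation, which has not been told apart from the harvest time.

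The damage types also differed when tested against each other: 795 genes were DEGs in T_P_ vs T_M_, 428 in T_P_ vs T_W_ and 693 in T_M_ vs T_W_, while the paper compares lists of DEGs vs C2. Fits without 1 array gave 556 without T_M_ replicate 3 to 1127 without T_M_ replicate 2, 306 without T_W_ replicate 1 to 557 without T_W_ replicate 2, and 347 without T_M_ replicate 3 to 1058 without T_M_ replicate 2. A fit of only the arrays compared gave 595, 304 and 48 DEGs. With the slide as a block 557, 460 and 355 genes were DEGs, and 63.65%, 92.06% and 47.76% of the DEGs were also DEGs in the same direction, which argues against the slide as the whole cause in T_P_ vs T_M_ and T_P_ vs T_W_. In T_M_ vs T_W_ an effect of the slide and one of the damage type cannot be told apart, because no slide held arrays of both groups. For all 3 comparisons 1 of 10 splits of the 6 arrays, the real one, gave as many DEGs, and with 3 arrays per group chance cannot be excluded by splits. The type of damage may cause the differences in the first 2 comparisons, but the harvest time, described next, stays open for all 3, as do the numbers of larvae, which differed between the herbivores.

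*COR27* and AT4G33980 were 3.76 and 3.54 higher on the log2 scale in T_P_ than in T_M_, although neither group had been in the cold. They stand out as genes that the paper does not discuss. The slide is excluded as the cause, since *COR27* differed by 3.72 with the slide as a block, and no single array decided the value, which went from 3.53 without T_M_ replicate 3 to 4.00 without T_M_ replicate 2. A later harvest of the T_P_ plants stays open: all 7 clock genes moved in the direction of a later hour, each past the adjusted p and 5 as DEGs, with *CCA1* at −1.86, *LHY* at −0.92, *PRR5* at 1.55, *GI* at 0.71, *TOC1* at 1.23, *ELF4* at 1.92 and *LUX* at 1.36. In T_P_ vs T_W_ all 7 moved in this direction as well, 6 past the adjusted p, and in T_M_ vs T_W_ all 7 moved in the direction of an earlier hour, 3 past the adjusted p and none by 2-fold, so an earlier harvest of the T_M_ plants stays open too. The means of cold-treated plants lay as in T_P_ vs T_M_ for all 7, with *CCA1* at 6.69 in P + T_P_ and 8.66 in P + T_M_, *ELF4* at 10.31 and 8.37, and *LUX* at 8.53 and 7.20, a difference that was not tested. Within the paper's harvest window, T_P_ plants may have been harvested later in the day than T_M_ plants, or feeding by *P. brassicae* may shift the clock. A repeated order of harvest and an effect of feeding would each recur in the cold-treated plants, and a biological reading remains a hypothesis found and tested on the same arrays.

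*KTI1*, a gene for a protease inhibitor that the paper does not discuss, was 5.56 higher on the log2 scale in P + T_W_ than in T_W_, the largest rise among the DEGs of that comparison whose arrays did not overlap. The slide is excluded, with 5.74 when the slide was a block, and so is 1 probe of the gene, since the lowest value among its probes was 5.36. Without 1 array the value went from 5.00 without P + T_W_ replicate 1 to 6.63 without P + T_W_ replicate 2. All 7 clock genes moved in the direction of a later hour in P + T_W_ vs T_W_, 2 past the adjusted p and 1 as a DEG, so a difference in harvest time stays open here. *KTI1* was well above background on 1 of 3 arrays in T_W_ (mean 6.629, SD 1.036) and in C2 (mean 5.996), so the size of the rise is uncertain. A stronger induction by wounding after cold may explain the value, as a hypothesis that was not tested on other plants. Its value in P2 is not given here, so an effect of cold without damage stays open.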

How the results depend on the processing

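The main setting, 11 alternatives to it and 2 for the principal components (genes not scaled, and probes) were set before the data were examined, and 1 test in this part, the alternative with an unadjusted p, was chosen only after the result was seen. No log2 fold change of a named gene that was a DEG in the main setting changed sign in any setting run, but the majority of upregulated or downregulated DEGs changed side in some, and the attenuated share in T_P_, 66.7%, went to 100%, 25% and 0%, as given below. A count is taken as moved when it changed by over 1.5 times, a share of the first component when it changed by more than its spread over left-out arrays. The attenuated shares listed as moved lay outside the Clopper-Pearson interval of the main setting. Several of these attenuated shares still lay within their range over left-out arrays. Unless stated otherwise, the cause was not tested.

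With the scanner software's processed signal scaled by the 75th percentile, the DEGs were 5972 in P1 vs C1, 2812 in P2 vs C2, 1803 in T_P_ vs C2, 1198 in T_M_ vs C2, 2040 in T_W_ vs C2, 2260 in P + T_P_ vs C2, 1018 in P + T_M_ vs C2, 3289 in P + T_W_ vs C2, 697 in P + T_P_ vs P2, 542 in P + T_M_ vs P2, 971 in P + T_W_ vs P2, 14 in P + T_P_ vs T_P_, 2351 in P + T_W_ vs T_W_, 1477 in T_P_ vs T_M_, 649 in T_P_ vs T_W_, 1146 in T_M_ vs T_W_, 362 among genes shared by the 3 damage types and 1645 in P2 vs C2 but not P1 vs C1. There the attenuated share of the damage response was 100% in T_P_. In this setting the first component held 29.9% for C2, T_P_, T_M_, T_W_, 27.0% for C2, P2, T_P_, P + T_P_ and 28.0% for C2, P2, T_M_, P + T_M_. With the authors' log2 values of the series matrix, the DEGs were 2361 in P2 vs C2, 2007 in P + T_P_ vs C2, 906 in P + T_M_ vs C2, 2897 in P + T_W_ vs C2, 18 in P + T_P_ vs T_P_, 2017 in P + T_W_ vs T_W_, 1110 in T_M_ vs T_W_ and 1428 in P2 vs C2 but not P1 vs C1. The attenuated share in T_P_ has no value with the series matrix values, since no gene was a DEG of both comparisons there.

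With scaling of the arrays to equal medians, the attenuated share of the damage response was 25% in T_P_. Here the first component held 43.7% for C2, T_P_, T_M_, T_W_, 35.8% for C2, P2, T_P_, P + T_P_, 33.7% for C2, P2, T_M_, P + T_M_ and 42.8% for C2, P2, T_W_, P + T_W_. With dim genes left out, the first component held 26.1% for C2, T_P_, T_M_, T_W_, 29.0% for C2, P2, T_P_, P + T_P_, 31.0% for C2, P2, T_M_, P + T_M_ and 30.9% for C2, P2, T_W_, P + T_W_. With genes not scaled to unit variance, the first component held 33.0% for C2, T_P_, T_M_, T_W_, 35.7% for C2, P2, T_P_, P + T_P_, 36.7% for C2, P2, T_M_, P + T_M_ and 37.0% for C2, P2, T_W_, P + T_W_. Principal components over probes in place of genes moved no share of the first component.

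With the brightest probe of each gene, the attenuated share of the P2 vs C2 DEGs was 12.1% in P + T_P_. With the slide as a block, the DEGs were 5 in P + T_P_ vs T_P_, 53 in P + T_M_ vs T_M_ and 355 in T_M_ vs T_W_. Likewise, the attenuated share of the damage response was 0% in T_P_. Besides, the attenuated share of the P2 vs C2 DEGs was 14.1% in P + T_P_ and 8.07% in P + T_W_. With weights for the arrays, the DEGs were 154 in P + T_P_ vs T_P_ and 281 in P + T_M_ vs T_M_. At the same time the attenuated share of the damage response was 77.7% in T_W_. There the attenuated share of the P2 vs C2 DEGs was 13.8% in P + T_P_ and 14.3% in P + T_M_.

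With a fit of only the arrays compared, the DEGs were 388 in T_M_ vs C2, 13 in P + T_P_ vs P2, 116 in P + T_M_ vs P2, 189 in P + T_W_ vs P2, 62 in P + T_M_ vs T_M_, 772 in P + T_W_ vs T_W_, 48 in T_M_ vs T_W_, 412 in the interaction with T_M_, 761 in the interaction with T_W_ and 126 among genes shared by the 3 damage types. In this setting the attenuated share of the damage response was 92.1% in T_W_. Here the attenuated share of the P2 vs C2 DEGs was 0.358% in P + T_P_, 4.47% in P + T_M_ and 3.04% in P + T_W_. Fewer arrays leave fewer degrees of freedom for the spread in this setting. Counts, shares and components that did not move in these 7 settings are not listed. No background correction and an intensity trend moved none of the 22 counts or the shares of attenuated genes. The first components were computed with the processed signal, equal medians, dim genes left out, genes not scaled, probes and 1 array left out, and in no other setting.

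With the replicate number as a block (replicate block), which treats equal numbers as paired, none of these counts and shares moved either, and the calls of 9 named genes changed, 7 of them lost. The DEGs were 72 in P + T_P_ vs T_P_, 138 in P + T_M_ vs T_M_ and 1272 in P + T_W_ vs T_W_.

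With the authors' log2 values and an unadjusted p, the DEGs were 5253 in P1 vs C1, 2665 in P2 vs C2, 1914 in T_P_ vs C2, 1618 in T_M_ vs C2, 2169 in T_W_ vs C2, 2282 in P + T_P_ vs C2, 1330 in P + T_M_ vs C2, 3197 in P + T_W_ vs C2, 1173 in P + T_P_ vs P2, 876 in P + T_M_ vs P2, 1403 in P + T_W_ vs P2, 494 in P + T_P_ vs T_P_, 802 in P + T_M_ vs T_M_, 2364 in P + T_W_ vs T_W_, 1569 in T_P_ vs T_M_, 917 in T_P_ vs T_W_, 1579 in T_M_ vs T_W_, 1871 in the interaction with T_P_, 2147 in the interaction with T_M_, 2586 in the interaction with T_W_, 488 among genes shared by the 3 damage types and 1615 in P2 vs C2 but not P1 vs C1. Likewise, the attenuated share of the P2 vs C2 DEGs was 16.5% in P + T_P_, 18.0% in P + T_M_ and 14.4% in P + T_W_. An unadjusted p passes more genes by its construction.

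Over the fits that each leave out 1 array, which leave 2 arrays in a group, the DEGs ranged over 3395 (without C1 replicate 3) to 3715 (without C1 replicate 2) in P1 vs C1, 1226 (without P2 replicate 1) to 1995 (without C2 replicate 2) in P2 vs C2, 942 (without T_P_ replicate 3) to 1099 (without C2 replicate 2) in T_P_ vs C2, 545 (without C2 replicate 3) to 1029 (without C2 replicate 2) in T_M_ vs C2 and 1011 (without T_W_ replicate 1) to 1584 (without T_W_ replicate 2) in T_W_ vs C2. After cold and damage vs C2 they ranged over 1157 (without P + T_P_ replicate 3) to 1540 (without C2 replicate 2) in P + T_P_ vs C2, 392 (without C2 replicate 3) to 892 (without C2 replicate 2) in P + T_M_ vs C2 and 1691 (without P + T_W_ replicate 1) to 2326 (without P + T_W_ replicate 2) in P + T_W_ vs C2. For the comparisons with P2 the counts were 153 (without P2 replicate 1) to 737 (without P2 replicate 3) in P + T_P_ vs P2, 169 (without P2 replicate 1) to 512 (without P2 replicate 3) in P + T_M_ vs P2 and 443 (without P2 replicate 1) to 883 (without P2 replicate 2) in P + T_W_ vs P2. For those with T they were 0 (without T_P_ replicate 1 or 2) to 77 (without P + T_P_ replicate 1) in P + T_P_ vs T_P_, 31 (without T_M_ replicate 3) to 270 (without T_M_ replicate 2) in P + T_M_ vs T_M_ and 886 (without P + T_W_ replicate 3) to 1778 (without P + T_W_ replicate 2) in P + T_W_ vs T_W_. Between the damage types the ranges were 556 (without T_M_ replicate 3) to 1127 (without T_M_ replicate 2) in T_P_ vs T_M_, 306 (without T_W_ replicate 1) to 557 (without T_W_ replicate 2) in T_P_ vs T_W_ and 347 (without T_M_ replicate 3) to 1058 (without T_M_ replicate 2) in T_M_ vs T_W_. Those of the interactions were 521 (without C2 replicate 3) to 952 (without C2 replicate 2) in the interaction with T_P_, 480 (without C2 replicate 3) to 1149 (without C2 replicate 2) in the interaction with T_M_ and 963 (without C2 replicate 3) to 1617 (without P2 replicate 2) in the interaction with T_W_. The genes shared by the 3 damage types were 167 (without C2 replicate 3) to 309 (without C2 replicate 2), and the DEGs of P2 vs C2 but not P1 vs C1 741 (without P2 replicate 1) to 1297 (without C2 replicate 2). In P + T_P_ vs T_P_, limma gave 0 DEGs without T_P_ replicates 1 or 2, and 184 and 230 genes passed at the unadjusted p. In these fits the attenuated share in T_P_ had no value. The attenuated share was 0% (without P + T_P_ replicate 3) to 85.7% (without C2 replicate 1) in T_P_, 100% in each in T_M_ and 83.4% (without T_W_ replicate 1) to 93.3% (without T_W_ replicate 2) in T_W_, and that of the P2 vs C2 DEGs 3.51% (without P2 replicate 1) to 18.5% (without P2 replicate 3) in P + T_P_, 7.34% (without P2 replicate 1) to 19.8% (without P2 replicate 3) in P + T_M_ and 5.63% (without P2 replicate 1) to 14.8% (without P2 replicate 2) in P + T_W_. The first component held 23.0% (without T_W_ replicate 2) to 24.5% (without C2 replicate 1) for C2, T_P_, T_M_, T_W_, 23.7% (without C2 replicate 1) to 26.1% (without T_P_ replicate 1) for C2, P2, T_P_, P + T_P_, 25.0% (without P2 replicate 1) to 29.0% (without T_M_ replicate 3) for C2, P2, T_M_, P + T_M_ and 25.1% (without C2 replicate 1) to 27.8% (without T_W_ replicate 1) for C2, P2, T_W_, P + T_W_.

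Scaling moved the median log2 fold change of all genes by over 0.1 in some settings. With the processed signal it was −0.345 in P1 vs C1, 0.205 in P2 vs C2, 0.152 in T_M_ vs C2, 0.137 in T_W_ vs C2, −0.108 in P + T_M_ vs C2, −0.141 in P + T_P_ vs P2, −0.176 in P + T_M_ vs P2, −0.108 in P + T_W_ vs P2, −0.183 in P + T_M_ vs T_M_, −0.18 in T_P_ vs T_M_ and −0.108 in T_P_ vs T_W_. Scaling to equal medians gave −0.275 in P1 vs C1, 0.158 in P2 vs C2, 0.184 in T_W_ vs C2, −0.113 in P + T_M_ vs P2, −0.139 in P + T_W_ vs T_W_, −0.16 in T_P_ vs T_W_ and −0.143 in T_M_ vs T_W_. The upregulated share moved by over 10 points in P1 vs C1, from 55.0%, with scaling to equal medians, to 66.1% (2502 upregulated and 1285 downregulated), T_W_ vs C2, from 55.1%, with scaling to equal medians, to 43.5% (616 upregulated and 799 downregulated), P + T_P_ vs T_P_, from 53.5%, with the processed signal, to 64.3% (9 upregulated and 5 downregulated), T_P_ vs T_W_, from 25.5%, with scaling to equal medians, to 36.4% (166 upregulated and 290 downregulated) and T_M_ vs T_W_, from 53.1%, with scaling to equal medians, to 65.4% (489 upregulated and 259 downregulated). Over the 4 alternatives of scaling or background correction run here, the majority of the DEGs changed side as follows (upregulated and downregulated). With the processed signal it did in P1 vs C1 (2887 and 3085) and T_P_ vs C2 (913 and 890). With scaling to equal medians it did in T_W_ vs C2 (616 and 799), P + T_P_ vs P2 (211 and 194) and P + T_W_ vs T_W_ (705 and 549). With no background correction it did in P + T_M_ vs T_M_ (87 and 81). With the series matrix values it did in P + T_M_ vs T_M_ (78 and 63).

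For single named genes, the numbers of log2 fold changes that left and that entered the DEGs were 27 and 4 with the processed signal, 22 and 3 with the series matrix values, 10 and 4 with scaling to equal medians, 4 and 1 with no background correction, 12 and 9 with the brightest probe, 0 and 4 with dim genes left out, 26 and 2 with the slide block, 7 and 2 with the replicate block, 47 and 5 with only the arrays compared, 4 and 13 with array weights, 1 and 0 with an intensity trend and 0 and 29 with the series matrix values with an unadjusted p. Over the fits that leave out 1 array they were 156 and 23, against 1177 that stayed on their side. Of the other counts and shares, 45 with the processed signal, 28 with the series matrix values, 18 with scaling to equal medians, 6 with no background correction, 3 with the brightest probe, 4 with dim genes left out, 33 with the slide block, 1 with the replicate block, 55 with only the arrays compared, 31 with array weights, 0 with an intensity trend and 62 with the series matrix values with an unadjusted p moved, and 231 over the fits that leave out 1 array.

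Signal over background limits dim genes: 23151 of 30541 genes were well above background on at least 3 arrays, and fold changes of the others are compressed by the background and the offset. Leaving the dim genes out moved no count of DEGs by over 1.5 times.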

Differences from the paper's values

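No test in this part was chosen after the result was seen except 1 alternative, which uses the series matrix values with an unadjusted p. A value differs when it lies beyond 1 replicate SD and, for counts and shares, by more than 1.5 times from the paper's. Of 95 values compared, 62 differ, 58 of 72 counts and shares and 4 of 23 log2 fold changes. The paper's fold changes in the part of Table S1 that could be read, the first 1926 of 10477 genes, are on the log2 scale used here. On that scale, the fold changes of the main setting had slopes of 0.631 to 0.778 on the paper's over the 14 comparisons (r of 0.917 to 0.967), so they were smaller. Those from the series matrix values had r of 0.989 to 0.999 and median absolute differences of 0.0025 to 0.003 from the paper's. Each difference is given with the alternatives, of the 11 set before the data were examined, under which it closed. Those 11 are the processed signal scaled by the 75th percentile, the series matrix values, scaling to equal medians, no background correction, the brightest probe, dim genes left out, the slide block, the replicate block, only the arrays compared, array weights and an intensity trend. The differences of all 58 counts and shares closed with the series matrix values and an unadjusted p in place of the adjusted p, an alternative chosen after seeing the values.

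None of the 11 closed the difference for 94 downregulated genes among the DEGs of all 3 damage types (the paper's 255), 248 DEGs of T_M_ vs C2 alone (the paper's 700) and 4 DEGs with opposite directions in a pair of damage types (the paper's 29). Different under all 11 were also 71 DEGs of P + T_P_ vs T_P_ (the paper's 446), 148 DEGs of P + T_M_ vs T_M_ (the paper's 793) and 40 DEGs of P + T_P_ vs T_P_ also found vs C2 (the paper's 284). All 11 likewise left a difference for 95 DEGs of P + T_M_ vs T_M_ also found vs C2 (the paper's 490), 6 DEGs of T_P_ vs C2 and P + T_P_ vs T_P_ but not P + T_P_ vs C2 (the paper's 80) and 51 DEGs of T_M_ vs C2 and P + T_M_ vs T_M_ but not P + T_M_ vs C2 (the paper's 270). The gap stayed under each of the 11 for 7 DEGs of P + T vs T for all damage types (the paper's 46), 6 upregulated genes among those for all damage types (the paper's 40) and 1 downregulated gene among those for all damage types (the paper's 6). Not closed by any of the 11 were 1 DEG of P + T vs T for both herbivores but not wounding (the paper's 15), 1 upregulated gene among those for both herbivores (the paper's 7) and 0 downregulated genes among those for both herbivores (the paper's 8). None of the 11 closed the difference for 16 genes up in P2 vs C2 and up in P + T_P_ vs P2 (the paper's 30), 1 gene down in T_P_ vs C2 and down in P + T_P_ vs T_P_ (the paper's 26) and 5 genes down in P2 vs C2 and down in P + T_P_ vs P2 (the paper's 24). Different under all 11 were also 5 genes up in T_P_ vs C2 and down in P + T_P_ vs T_P_ (the paper's 43), 1 gene down in T_P_ vs C2 and up in P + T_P_ vs T_P_ (the paper's 43) and 0 genes up in T_M_ vs C2 and up in P + T_M_ vs T_M_ (the paper's 4). All 11 likewise left a difference for 0 genes up in P2 vs C2 and up in P + T_M_ vs P2 (the paper's 12), 52 genes up in T_M_ vs C2 and down in P + T_M_ vs T_M_ (the paper's 254) and 59 genes up in P2 vs C2 and down in P + T_M_ vs P2 (the paper's 179). The gap stayed under each of the 11 for 17 genes down in T_M_ vs C2 and up in P + T_M_ vs T_M_ (the paper's 100) and 74 genes up in P2 vs C2 and down in P + T_W_ vs P2 (the paper's 206).

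Closed with the processed signal and with none of the others were 769 DEGs of T_M_ vs C2 (the paper's 1695), 76 DEGs of T_P_ and T_M_ but not T_W_ vs C2 (the paper's 176) and 584 DEGs of P + T_M_ vs C2 (the paper's 1367). With the processed signal, and no other, the difference closed for 0 genes down in T_M_ vs C2 and down in P + T_M_ vs T_M_ (the paper's 2), 6 genes down in P2 vs C2 and down in P + T_W_ vs P2 (the paper's 24) and 106 genes down in T_W_ vs C2 and up in P + T_W_ vs T_W_ (the paper's 267). Array weights alone closed the difference for 2 genes up in T_P_ vs C2 and up in P + T_P_ vs T_P_ (the paper's 13) and 19 genes up in P2 vs C2 and up in P + T_W_ vs P2 (the paper's 42). No longer different with only the arrays compared, and different with the rest, were the percentage of DEGs of P + T_M_ vs C2 found only after cold and damage at 5.65 (the paper's 13). Only with the processed signal and the series matrix values did the values come within the criterion for 1051 DEGs of T_P_ vs C2 (the paper's 1975), 1302 DEGs of T_W_ vs C2 (the paper's 2239) and 235 DEGs of all 3 damage types vs C2 (the paper's 507). Closed with the processed signal and the series matrix values and with none of the others were 901 DEGs of at least 2 damage types (the paper's 1648), 1335 DEGs of P + T_P_ vs C2 (the paper's 2341) and 1283 DEGs of P + T_W_ vs T_W_ (the paper's 2439). With the processed signal and the series matrix values, and no other, the difference closed for 905 DEGs of P + T_W_ vs T_W_ also found vs C2 (the paper's 1768), 241 DEGs of T_W_ vs C2 and P + T_W_ vs T_W_ but not P + T_W_ vs C2 (the paper's 465) and 48 genes down in P2 vs C2 and up in P + T_P_ vs P2 (the paper's 151). The processed signal and the series matrix values alone closed the difference for 126 genes down in P2 vs C2 and up in P + T_M_ vs P2 (the paper's 294), 17 genes down in T_W_ vs C2 and down in P + T_W_ vs T_W_ (the paper's 54) and 76 genes down in P2 vs C2 and up in P + T_W_ vs P2 (the paper's 162). No longer different with the slide block and array weights, and different with the rest, were 107 genes up in P2 vs C2 and down in P + T_P_ vs P2 (the paper's 256). Of the overlaps that held 0 genes with limma's adjusted p, at the unadjusted p 7 were downregulated in P + T_P_ vs T_P_ and P + T_M_ vs T_M_ but not changed in P + T_W_ vs T_W_. At that p, 7 genes were up in P2 vs C2 and in P + T_M_ vs P2, and 0 were up, or down, in T_M_ vs C2 and in P + T_M_ vs T_M_.

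Only with the processed signal, the series matrix values and array weights did the values come within the criterion for 141 upregulated genes among the DEGs of all 3 damage types (the paper's 245) and 1919 DEGs of P + T_W_ vs C2 (the paper's 3293). Closed with the processed signal, the brightest probe and array weights and with none of the others were 23 genes up in T_W_ vs C2 and up in P + T_W_ vs T_W_ (the paper's 52). With the processed signal, the series matrix values and no background correction, and no other, the difference closed for 183 genes up in T_W_ vs C2 and down in P + T_W_ vs T_W_ (the paper's 308). The processed signal, the series matrix values, only the arrays compared and array weights alone closed the difference for 360 DEGs of T_P_ vs C2 alone (the paper's 639). No longer different with the processed signal, the series matrix values, no background correction and the slide block, and different with the rest, were 584 DEGs of both P1 vs C1 and P2 vs C2 (about 1000 in Fig. 5a, read by eye). Only with the processed signal, the series matrix values, equal medians, no background correction and the brightest probe did the values come within the criterion for 477 DEGs of T_W_ vs C2 alone (the paper's 767). Closed with the processed signal, the series matrix values, no background correction, the slide block and array weights and with none of the others were 1504 DEGs of P2 vs C2 (the paper's 2588). With the processed signal, the series matrix values, no background correction, the brightest probe, the slide block and array weights, and no other, the difference closed for 920 DEGs of P2 vs C2 but not P1 vs C1 (the paper's 1500). The processed signal, the series matrix values, equal medians, no background correction, the brightest probe, the slide block and only the arrays compared alone closed the difference for 2877 DEGs of P1 vs C1 but not P2 vs C2 (about 4400 in Fig. 5a, read by eye).

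*CYP79F1* in P + T_P_ vs P2 changed by 0.74 on the log2 scale against the paper's 1.40, closed with the brightest probe and not with the others. *CYP79F1* in P + T_M_ vs P2 changed by 0.74 on the log2 scale against the paper's 1.41, closed with the processed signal and the brightest probe and not with the others. *FMO1* in P + T_P_ vs T_P_ changed by 1.80 on the log2 scale against the paper's 2.55, closed with the processed signal and the series matrix values and not with the others. *FMO1* in P + T_M_ vs T_M_ changed by 1.38 on the log2 scale against the paper's 1.99, closed with the processed signal and the series matrix values and not with the others.

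For single genes, the paper calls changes that were no DEGs here, or the reverse. Alternatives that made them DEGs in the paper's direction are named with each gene. The paper has *NSP3* induced by *P. brassicae*. Here it had 0.93 (adjusted p = 0.061) in T_P_ vs C2 and was a DEG with the processed signal and the brightest probe and without C2 replicate 2. The paper has *ARGAH2* downregulated by *P. brassicae* in the paper. It changed by 0.09 (adjusted p = 0.89) in T_P_ vs C2, was a DEG upward with the brightest probe, and was a downregulated DEG in no setting. The paper places *ARGAH2*, *IAA29*, *SLAH3*, *DREB26* and *PXMT1* first among genes regulated in opposite directions. None of the 5 was a DEG in opposite directions vs C2 here. *IAA29* came to −0.97 (adjusted p = 0.28) in T_M_ vs C2 and was a DEG in none of the 11 alternatives or fits with 1 array less. *SLAH3* stood at −1.0 (adjusted p = 0.20) in T_P_ vs C2 and was a DEG in none of the 11 alternatives or fits with 1 array less. *DREB26* changed by −1.44 (adjusted p = 0.18) in T_P_ vs C2 and was a DEG without C2 replicate 3. The same gene had 1.91 (adjusted p = 0.081) in T_M_ vs C2 and was a DEG with array weights and without C2 replicate 2 or T_M_ replicate 2. *PXMT1* came to −1.23 (adjusted p = 0.17) in T_W_ vs C2 and was a DEG with the processed signal. Among the 7 jasmonate biosynthesis genes that the paper has induced by wounding, 6 were upregulated DEGs. The exception was *AOC3*. It stood at 1.05 (adjusted p = 0.085) in T_W_ vs C2 and was a DEG with the brightest probe and array weights and without C2 replicate 2. The paper also has *PDF1.2a* induced by wounding. Here it changed by 1.67 (adjusted p = 0.14) in T_W_ vs C2 and was a DEG without C2 replicate 2. The paper gives *WRKY38* as downregulated by *P. brassicae*. *WRKY38* had −1.64 (adjusted p = 0.062) in T_P_ vs C2 and was a DEG with equal medians, only the arrays compared, array weights, dim genes left out and the replicate block. Of the aliphatic genes, the paper has *MAM3* as the only one changed in P1 vs C1. *IPMI1* was a downregulated DEG too, with −1.06 (adjusted p = 7.0e-03), and was none with equal medians, the brightest probe and array weights and without C1 replicate 1 or P1 replicate 1. The paper has *MAM3*, *CYP79F1* and *CYP79F2* raised in P + T_P_ vs P2. *MAM3* came to 0.98 (adjusted p = 0.096) and was a DEG in none of the 11 alternatives or fits with 1 array less. *CYP79F1* stood at 0.74 (adjusted p = 0.011) and was a DEG with the processed signal and the brightest probe. *CYP79F2* changed by 0.99 (adjusted p = 0.019) and was a DEG with the series matrix values, no background correction, the brightest probe and array weights and without P2 replicate 2 or P2 replicate 3 or P + T_P_ replicate 1. It has *CYP79F1* and *IPMI1* raised in P + T_M_ vs P2. *CYP79F1* had 0.74 (adjusted p = 0.013) and was a DEG with the brightest probe. *IPMI1* came to 1.00 (adjusted p = 0.056) and was a DEG with the brightest probe, array weights and dim genes left out and without P2 replicate 2 or P2 replicate 3 or P + T_M_ replicate 2.

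Among genes that the paper has changed by prior cold in all damage types, *FMO1* stood at 1.80 (adjusted p = 0.12) in P + T_P_ vs T_P_ and was a DEG with only the arrays compared and array weights. The same gene changed by 1.38 (adjusted p = 0.23) in P + T_M_ vs T_M_ and was a DEG with only the arrays compared. *UGT72E3* had 1.18 (adjusted p = 0.067) in P + T_P_ vs T_P_ and was a DEG with array weights. For genes that it has changed by prior cold with both herbivores, the direction was the paper's and the call was missing. *TPS03* came to −0.94 (adjusted p = 0.09) in P + T_M_ vs T_M_ and was a DEG with array weights. *RAP2.9* stood at −1.32 (adjusted p = 0.078) in P + T_P_ vs T_P_ and was a DEG with only the arrays compared and array weights. *RAP2.9* changed by −1.18 (adjusted p = 0.10) in P + T_M_ vs T_M_ and was a DEG without P + T_M_ replicate 1. *ZAT10* had −1.12 (adjusted p = 0.23) in P + T_P_ vs T_P_ and was a DEG in none of the 11 alternatives or fits with 1 array less. *ORA59* came to −1.03 (adjusted p = 0.15) in P + T_P_ vs T_P_ and was a DEG in none of the 11 alternatives or fits with 1 array less. *LOX5* stood at 0.65 (adjusted p = 0.082) in P + T_P_ vs T_P_ and was a DEG in none of the 11 alternatives or fits with 1 array less. *LOX5* changed by 0.68 (adjusted p = 0.062) in P + T_M_ vs T_M_ and was a DEG with the series matrix values. The paper has *ST2A* raised with *P. brassicae* and lowered with *M. brassicae*. *ST2A* had 1.48 (adjusted p = 0.1) in P + T_P_ vs T_P_ and was a DEG with array weights. The fall came to −1.16 (adjusted p = 0.19) in P + T_M_ vs T_M_ and was a DEG in none of the 11 alternatives or fits with 1 array less. The paper has *AOS* and *THI2.1* attenuated in P + T_M_ vs T_M_. *AOS* stood at −1.0 (adjusted p = 0.019) and was a DEG with the processed signal, the series matrix values, equal medians, the slide block and array weights and without T_M_ replicate 2. *THI2.1* changed by −2.11 (adjusted p = 0.054) and was a DEG with equal medians, the slide block, array weights, dim genes left out and the replicate block and without T_M_ replicate 3. In its discussion it has *IGMT1* not induced by *P. brassicae*. Here it was a DEG with 1.1 (adjusted p = 5.3e-03) in T_P_ vs C2, except without C2 replicate 1. *GSTU8* responds to all damage types after cold in the paper. *GSTU8* had 1.11 (adjusted p = 0.23) in P + T_P_ vs T_P_ and was a DEG with only the arrays compared. With the series matrix values and an unadjusted p, an alternative chosen after seeing the values, each of the genes above that the paper calls was a DEG in the paper's direction except *ARGAH2* in T_P_ vs C2, *CYP79F1* in P + T_P_ vs P2 and *CYP79F1* in P + T_M_ vs P2.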

Other observations

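Of the tests in this part, those with left-out C2 arrays, the clock genes and the size of the shared DEGs in T_M_ and T_P_ were chosen only after the result was seen, as was the share among genes changed 2-fold for the P2 arrays.

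Comparisons of T vs C2 and P + T vs T share their T arrays, which can make genes look attenuated by chance. With each T array left out of the selection and used alone as the reference, the lowest share of genes that went against the damage response by at least 2-fold was 28.89% for *P. brassicae*, 89.31% for *M. brassicae* and 61.22% for wounding. The same T arrays in both comparisons are thus excluded as the whole cause for *M. brassicae* and wounding. For *P. brassicae*, attenuation and the shared arrays cannot be told apart, because few genes were DEGs of both comparisons and the share without single arrays went from 0% without P + T_P_ replicate 3 to 85.7% without C2 replicate 1.

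The P2 arrays likewise enter P2 vs C2 and P + T vs P2. With each P2 array left out of the selection and used alone as the reference, the lowest share of P2 DEGs going against their change was 57.89% in P + T_P_, 73.56% in P + T_M_ and 45.56% in P + T_W_. Of the genes that changed at least 2-fold there, the lowest share was 53.76% in P + T_P_ (95% interval from 46.32%), 88.07% in P + T_M_ and 39.12% in P + T_W_. The same P2 arrays are excluded as the whole cause for *M. brassicae*. For *P. brassicae* and wounding, faster deacclimation and the shared arrays cannot be told apart, because the P2 arrays disagreed, and with replicate 3 as the reference the share among genes changed 2-fold was not above 50% beyond its interval. Sets simulated with shared P2 arrays and no effect of damage gave at most 0% and 0.736% attenuated genes in P + T_P_ and P + T_W_. The observed shares over the same 30413 genes were 10.3% and 9.99%, and a simulation alone does not exclude the shared arrays.

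The 3 damage comparisons share the C2 arrays, and over all genes their correlations were within those of sets simulated without an effect of damage, which reached 0.8896. Between comparisons with no C2 array in common, the correlation over all genes was still 0.1578 to 0.6881, above the 0.0895 that the lowest of these correlations reached in a simulated set. With each C2 array left out of the selection and used alone as the reference, at least 63.57% of the DEGs of a damage type changed in the same direction in another one (interval from 60.54%), and at least 65.68% of those that changed 2-fold. Genes are not independent, so the interval covers counting error only, and no null was simulated for these shares. The correlations and shares argue against the same C2 arrays as the whole cause of the similar response. They argue likewise for the DEGs shared by the 3 damage types. The sizes depend on single C2 arrays, as both lowest values came with C2 replicate 2 as the reference. As a cause of the shared DEGs, a later harvest of the damaged plants is supported least in T_M_, where 3 clock genes were past the adjusted p and none was a DEG. All 7 clock genes changed less in T_M_ than in T_P_ (mean changes of 0.43 and 1.71), while 51.91% of the shared DEGs changed more in T_M_ (interval 45.33% to 58.46%; mean changes of 1.92 and 1.81). In T_P_ vs T_M_, 30 shared DEGs with the larger change in T_M_ and 32 with the larger one in T_P_ were past the adjusted p. A common response to damage, as a hypothesis, and the harvest time cannot be told apart for these DEGs as a set, because the share is not above 50% beyond its interval.

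Between-array normalization is excluded as the cause of the larger upregulated share in T_M_ than in T_P_, since the smallest difference over the scalings was 18.81 percentage points. The mean of the median SDs was 0.1058 in the wounded groups and 0.0976 in the groups with larvae. The fit pools the spread of a gene over all groups, so these SDs exclude no cause of the many DEGs of P + T_W_ vs T_W_.

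For each of the 17 comparisons between a pair of groups, 1 of the 10 splits of the 6 arrays, the real one, gave as many DEGs, and the design cannot give a smaller share. In P + T_P_ vs T_P_, where the arrays with equal replicate numbers deviated together, 4 splits part all 3 pairs and 1 of them, the real one, gave as many. Splits therefore cannot exclude chance for any of these counts.

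In the other comparisons, the numbers of the 7 clock genes in the direction of a later hour, and of those past the adjusted p, were 7 and 7 in T_P_ vs C2, 5 and 3 in T_M_ vs C2, 6 and 5 in T_W_ vs C2, 7 and 7 in P + T_P_ vs C2, 6 and 2 in P + T_M_ vs C2, 7 and 6 in P + T_W_ vs C2, 6 and 6 in P2 vs C2, 5 and 5 in P1 vs C1, 7 and 4 in P + T_P_ vs P2, 1 and 0 in P + T_M_ vs P2, 5 and 1 in P + T_W_ vs P2, 6 and 0 in P + T_P_ vs T_P_, and 5 and 0 in P + T_M_ vs T_M_. In the direction of an earlier hour, 4 were past the adjusted p in P + T_M_ vs P2 and 1 in P1 vs C1.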
